# Feeding Blueberry Diets in Early Life Prevent Senescence of Osteoblasts and Bone Loss in Ovariectomized Adult Female Rats

**DOI:** 10.1371/journal.pone.0024486

**Published:** 2011-09-02

**Authors:** Jian Zhang, Oxana P. Lazarenko, Michael L. Blackburn, Kartik Shankar, Thomas M. Badger, Martin J. J. Ronis, Jin-Ran Chen

## Abstract

**Background:**

Appropriate nutrition during early development is essential for maximal bone mass accretion; however, linkage between early nutrition, childhood bone mass, peak bone mass in adulthood, and prevention of bone loss later in life has not been studied.

**Methodology and Principal Findings:**

In this report, we show that feeding a high quality diet supplemented with blueberries (BB) to pre-pubertal rats throughout development or only between postnatal day 20 (PND20) and PND34 prevented ovariectomy (OVX)-induced bone loss in adult life. This protective effect of BB is due to suppression of osteoblastic cell senescence associated with acute loss of myosin expression after OVX. Early exposure of pre-osteoblasts to serum from BB-fed rats was found to consistently increase myosin expression. This led to maintenance osteoblastic cell development and differentiation and delay of cellular entrance into senescence through regulation of the Runx2 gene. High bone turnover after OVX results in insufficient collagenous matrix support for new osteoblasts and their precursors to express myosin and other cytoskeletal elements required for osteoblast activity and differentiation.

**Conclusions/Significance:**

These results indicate: 1) a significant prevention of OVX-induced bone loss from adult rats can occur with only 14 days consumption of a BB-containing diet immediately prior to puberty; and 2) the molecular mechanisms underlying these effects involves increased myosin production which stimulates osteoblast differentiation and reduces mesenchymal stromal cell senescence.

## Introduction

The development of degenerative bone disorders, such as osteoporosis, is associated with genetics and gene-environment interactions. Such disorders begin early in life but the complete phenotypic presentation can take decades to be manifested [1]. Hormone replacement therapy and medications have been the treatment of choice for conditions characterized by bone loss (such as postmenopausal osteoporosis) [2]. However, the extent to which these treatments can solve long-term problems of bone loss and resultant fragility is questionable. Attaining greater peak bone mass during critical bone-forming years could potentially delay the decline of bone mass to such an extent as to prevent or greatly delay the onset of osteoporosis [3], thus making the need for treatment either less likely or shorter, and significantly reducing health care costs. The majority of bone mass acquisition occurs between the ages of 12 and 18 years and results from substantial osteoblastic bone formation under control of an array of genes which interact with endogenous hormones and environmental factors [4].

In the search for alternative management of osteoporosis, potential preventive strategies through lifestyle changes involving diet and physical activity have recently received increased attention. For example, population-based studies indicate that fruit and vegetable intake are independent predictors of bone size in early pubertal children [5], [6]. Blueberries have recently been shown to promote osteoblastic bone formation without affecting normal growth in rapidly growing rodents, and this bone-promoting effect appears to be due to stimulation of osteoblastic differentiation caused by phenolic acid metabolites derived from BB polyphenols [7].

In general, bone formation is dependent on the activity and differentiation of osteoblasts; whereas, resorption of preexisting mineralized bone matrix by osteoclasts is necessary for bone remodeling [8]. In young rapidly growing animals, bone formation usually exceeds bone resorption resulting in bone accrual. Bone marrow stromal cells and periosteal osteoblast precursors are both potential sources of new osteoblasts [9]. Contact with bone collagenous matrix provides an important regulatory factor for these cells to function and differentiate [10]. Indeed, differentiation of mesenchymal stem cells toward tissue specific lineages is extremely sensitive to matrix qualities, such as elasticity [11]. It is still unclear whether accelerated degradation of collagens in bone matrix resulting from sex steroid deficiency results in secondary effects on osteoblast differentiation. In addition, cytoskeletal organization of mesenchymal stromal cells [12] or osteoblast precursors is thought to be critical for their differentiation into mature, functioning osteoblasts. To date, the relationship between sex steroid deficiency, cytoskeletal organization, bone and osteoblastic cell senescence is not well defined. Based upon our previous studies, we hypothesized dietary factors might affect bone matrix properties and organization of bone cell cytoskeleton, and thus prevent bone loss due to accumulation of senescent and dysfunctional osteoblasts or osteoblastic precursors which occurs under conditions of sex steroid deficiency.

Here we report that ovariectomy (OVX) triggers osteoblastic cell senescence in bone tissue along with decreased expression of myofibril genes. We have found that a diet containing BB prevents OVX-induced osteoblastic cell senescence and bone loss in adult female rats. We have shown that this protective effect requires only a very short period of time (between postnatal days 20 and 33) to be effective well into adulthood. We have demonstrated that early exposure of osteoblastic cells or mesenchymal stromal cells to BB diet maintains long-term cytoskeletal stability through regulation of myosin and Runx2 genes. Furthermore, we have identified molecular events of mesenchymal stromal cell senescence and osteoblast differentiation associated with OVX.

## Results

### Pre-pubertal consumption of a BB-containing diet prevents adult bone loss

We have previously reported that feeding a diet supplemented with BB to rats throughout life significantly promoted osteoblastic bone formation in rapidly growing male and female rats [7]. In the current study, in addition to long term BB feeding, additional groups of rats were weaned to the BB-containing diet starting on postnatal day 20 (PND20) and ending on PND34. They were fed a non-BB-containing control diet thereafter. This is referred to as short-term BB group. Our intent was to determine if a brief period of BB exposure early in the life of these rats would prevent bone loss when they were adults. Their bone parameters were compared to groups fed the control or BB-containing diets from PND20 until sacrifice. On PND60, all rats were ovariectomized and sacrificed 1 or 3 weeks later (see Figure S1 for experimental design). There were no significant differences in weight gain between comparable groups (Figure S1). After one or three weeks, OVX rats had decreased bone mass, including reduction in bone mineral density (BMD), and bone mineral content (BMC) compared with sham-operated animals (p<0.05) (Figure 1). Short-term feeding the BB-containing diet from PND20 to PND34 significantly blocked OVX-induced bone loss; whereas, long-term BB feeding increased bone mass compared to sham controls (Figure 1). Histomorphometric analysis of long bone sections indicated that the growth plates were not significantly altered by diet. Compared to sham-operated controls, BB-fed rats had increased (p<0.05) osteoblastic indices: including, trabecular bone volume; trabecular number; osteoblast numbers; and bone formation without significant changes in osteoclast parameters (Figure 2). After 3 weeks OVX, adult rats fed the BB diet from PND21 to PND34 had higher (p<0.05) levels of trabecular bone volume, osteoblast number and bone formation rate, but lower (p<0.05) numbers of osteoclasts compared to sham-operated or OVX controls (Figure 2).

**Figure 1:**
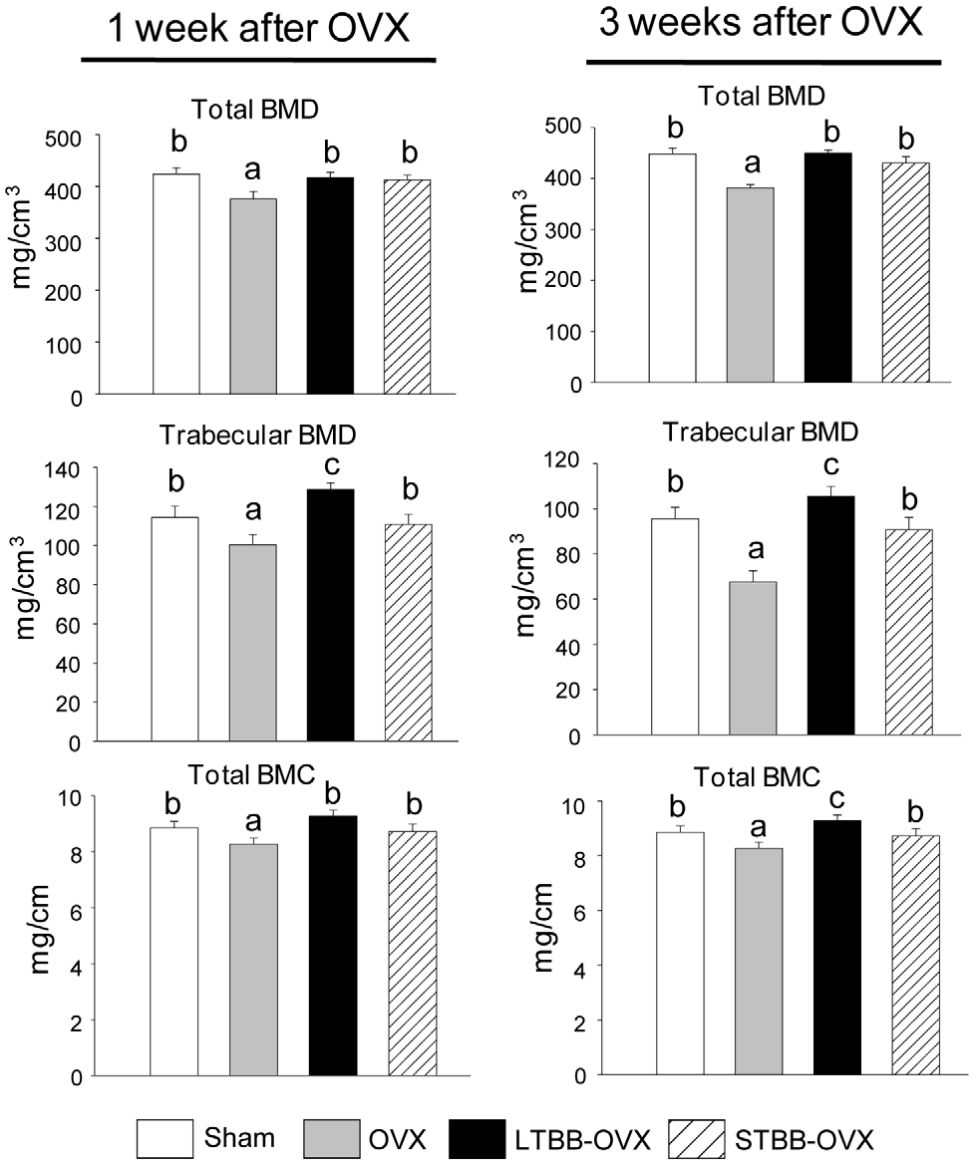
Continuous and early life short term blueberry diet prevents bone loss in adults. Parameters from pQCT analysis. Five consecutive slices from each rat tibia were scanned in a blinded manner. Data were analyzed from slices 3 and 4 (average). OVX, Ovariectomy; BMD, Bone mineral density; LTBB OVX, long term blueberry supplemented diet throughout experiment and ovariectomy. STBB OVX, short term blueberry diet for 14 days from weaning postnatal date 20 to PND 34, then switch to control diet and ovariectomy. Data are expressed as mean ± SEM (n = 8 per group). Significant differences indicated by p<0.05, a<b<c.

**Figure 2:**
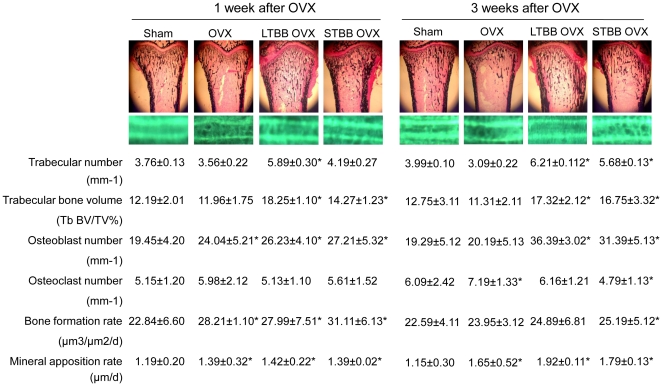
Static and dynamic histomorphometric parameters after OVX in female rats. Proximal tibia sections were histologically stained with Von Kossa and pictures were represented one from each group, and under Von Kossa staining, pictures were showing bone calcein double labeling. * p<0.05, versus Sham as determined by t-test. OVX; ovariectomy. LTBB; long-term blueberry. STBB; Short term blueberry.

Consistent with the results on bone mass and histomorphometric data, we found that one week after OVX, the bone formation marker osteocalcin and the bone resporption marker RatLaps were increased (p<0.05) in control diet-fed OVX rats compared with their sham controls (Table 1). Surprisingly, alkaline phophatase (ALP), was lower (p<0.05) in OVX animals compared to their sham control (Table 1). Osteocalcin remained higher in BB-fed groups compared to either sham or OVX control groups three weeks following OVX; whereas, ALP in BB-fed groups was equal to sham, but higher than the OVX control. In contrast, RatLaps was lower in BB-fed groups compared to control OVX controls, but higher than the sham operated controls (Table 1). It should to be noted that some of the effects of BB diet on bone in OVX rats are similar to previously published effects of estrogen replacement. However, the serum estradiol concentrations did not differ among OVX groups (data not shown). Importantly, these results indicate persistent bone formation effects associated with consumption of a BB-containing diet for a short period in early development. These data are clearly distinct from the effects of either anabolic or anti-remodeling agents reported previously [13] and suggest that adult peak bone mass may be enhanced by dietary intervention early in life.

**Table 1:** Serum bone turnover markers after OVX in female rats.

1 week after OVX				
	Sham	OVX	LTBB OVX	STBB OVX
Osteocalcin (ng/ml)	397.5±58.8^a^	485.2±47.2^b^	450.2±19.8^b^	453.0±35.6^b^
ALP (µU/min)	1.16±0.13^c^	0.80±0.14^a^	1.07±0.14^b^	1.06±0.18^b^
RatLaps (ng/ml)	19.1±1.9^a^	27.4±2.2^c^	20.4±3.8^a,b^	23.1±0.8^b^

P<0.05, a<b<c as determined by one way ANOVA followed by Student-Newman-Keuls post hoc analysis for multiple pairwise comparisons. OVX; ovariectomy. LTBB; long-term blueberry. STBB; Short term blueberry.

### Myosin in bone is a target for prevention of OVX-induced bone loss by BB

During early life, substantial bone formation is regulated by an array of genes which interact with endogenous hormones and environmental factors [14]. 

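Total RNA was hybridized to Affymetrix rat genome arrays for 4 groups: sham-operated rats and ovariectomized (OVX) rats fed the control diet, and OVX rats fed the long-term or the short-term BB diet (LTBB OVX and STBB OVX). Surgery was on PND 60 and the rats were sacrificed on PND 81. The BB diets held 10% BB and were fed from PND 20 until PND 81 (LTBB OVX) or until PND 34 (STBB OVX). Each group had 3 arrays, and each array measured a pool of equal amounts of RNA from 2 to 3 rats, out of at least 8 rats per group. The methods name the right tibia as the source of the RNA, whereas the sample labels name the femur. The authors took log2 values by robust multiarray analysis and normalized them per array and per probe set in GeneSpring. In the resulting table the median of each probe set over the 12 arrays is 0, so the values give differences between arrays and not the level of a gene. After 57 control probe sets were left out, 31042 probe sets were tested with limma in a fit of all 12 arrays, with Benjamini-Hochberg adjustment. A gene was represented by the mean of the probe sets that carry its symbol alone, which gave 14217 genes. The p-values measure the spread between pools, n = 3 pools per group, and an exact permutation test of 3 pools against 3 cannot go below p = 0.10. The number of arrays limits the precision. The sham arrays stood apart from all 9 arrays of OVX rats. The first principal component held 86.0% of the variance, and the sham arrays correlated with each other at r = 0.925 to 0.958, against 0.0773 to 0.507 for the OVX, -0.0604 to 0.455 for the LTBB OVX and -0.020 to 0.108 for the STBB OVX arrays. The median of 0 lies near the 9 arrays of OVX rats, so these r values do not measure how well pools replicate. Root mean square differences between pools were 0.226 to 0.313 in sham, 0.185 to 0.233 in OVX, 0.172 to 0.233 in LTBB OVX and 0.187 to 0.201 in STBB OVX. In OVX bone 8044 probe sets were higher and 7411 lower than in sham-operated bone, 49.8% of those tested. The pools of the groups did not overlap in 53.9% of the probe sets, where chance gives 10%. LTBB OVX differed from sham in 15295 probe sets and STBB OVX in 15280, and 14450 differed among the 4 groups by limma's F-test. Between LTBB OVX and OVX, between STBB OVX and OVX and between the BB diets, limma called 0 probe sets. At an unadjusted p under 0.05 the numbers were 884, 922 and 1018, which is 2.85%, 2.97% and 3.28% of the probe sets, where chance gives 5%. These shares depended on the setting: they were 6.89%, 6.96% and 8.58% after the arrays were quantile normalized again and 7.58%, 7.29% and 6.24% with array weights, and 6.14% for LTBB OVX against OVX without OVX pool 2. The number changed between OVX and sham was 4097 after the arrays were quantile normalized again, 8373 with a fold of at least 1.5 and 3666 with an index of muscle genes as a covariate. Without LTBB OVX pool 3, 9 probe sets passed between STBB OVX and OVX and 13 between the BB diets; without STBB OVX pool 1, 1 passed in each.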

In an effort to determine which target genes are interacting with dietary factors in BB to protect against OVX-induced bone loss, mRNA from long bone of rats sacrificed 3 weeks post-OVX was studied using Affymetrix gene arrays. These analyses revealed a cluster of genes containing cell cytoskeletal motor proteins, particularly myosin, that was down-regulated in bone in the OVX control group compared with the sham-operated group (Figure 3A); whereas, another cluster of genes related to collagen turnover was up-regulated (Figure 3B). These data suggest a compensatory response to high bone turnover and bone formation after OVX. 

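Genes of the contractile apparatus of skeletal muscle were lower in OVX than in sham-operated bone. Of 36 measured sarcomere genes 35 fell and none rose by limma (35 when adjusted over the list alone), with a median log2 fold change of -5.29. Acta1, the skeletal muscle alpha actin, changed by -6.16 (SE 1.04, adjusted p = 0.000193), and Tnnt1, the slow skeletal troponin T, by -7.48 (SE 0.96, adjusted p = 1.6e-05), n = 3 pools per group. Myh1, the member that did not pass, had -0.26 (SE 0.19, adjusted p = 0.266). Muscle genes outside the sarcomere fell with them. All 16 genes of muscle energy metabolism and oxygen storage fell (median -4.83), among them Mb, which encodes myoglobin, by -7.22 (SE 0.91, adjusted p = 1.4e-05), and Ckm, the muscle creatine kinase, by -6.51 (SE 0.83, adjusted p = 1.7e-05). Of 17 genes of muscle excitation and calcium handling 15 fell (median -3.03), among them the calcium pump Atp2a1 (-5.71 (SE 0.55, adjusted p = 1.1e-06)) and the calcium release channel Ryr1 (-4.73 (SE 0.39)). Of 28 genes of non-muscle actin, myosin and their regulators 12 rose and 11 fell, with a median of 0.0049. The unconventional myosin Myo6 rose by 1.62 (SE 0.081), Myo10 by 1.63 (SE 0.074) and Myo1e by 1.94 (SE 0.19), while Zyx, a focal adhesion protein, changed by -1.32 (SE 0.13). Of the non-muscle myosin II heavy chains, named after their values were seen, Myh10 had -0.87 (SE 0.12, adjusted p = 2.9e-05), Myh14 -0.89 (SE 0.14, adjusted p = 0.000124) and Myh9 0.074 (SE 0.067, adjusted p = 0.37). The sarcomere list stood below all other genes (camera adjusted p = 2.6e-12; adjusted p = 0.206 with an estimated correlation), as did the lists of muscle energy metabolism (camera adjusted p = 6.9e-08; adjusted p = 0.206 with an estimated correlation) and of muscle excitation (camera adjusted p = 4.5e-07; adjusted p = 0.172 with an estimated correlation). The non-muscle list did not (camera adjusted p = 0.612; adjusted p = 0.862 with an estimated correlation). Counts adjusted over each list alone were the same for these lists. Of 29 measured genes among the 31 labels of Fig. 3A, 28 fell, with a median of -6.16; these genes were chosen on these samples and many are in the sarcomere list, so they are not independent evidence of the direction. After the arrays were quantile normalized again, the calls of Tnnt1 and Myh10 ended. With an index of muscle genes as a covariate the calls of Acta1, Tnnt1, Mb, Ckm, Atp2a1, Ryr1, Myo1e, Myh10 and Myh14 ended. Of these, Acta1 (4.43), Mb (2.08), Ckm (2.47) and Atp2a1 (0.77) turned sign. The others kept theirs but were smaller: Tnnt1 (-0.63), Ryr1 (-0.15), Myo1e (0.50), Myh10 (-0.43) and Myh14 (-0.26). The index is itself built from muscle genes. It was 2.38 to 3.38 in the sham arrays and -1.27 to 0.32 in all others, without overlap. The fit therefore cannot separate it from the difference between OVX and sham. Calls lost and signs turned under it do not show that muscle accounts for a change.

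**Figure D1:**
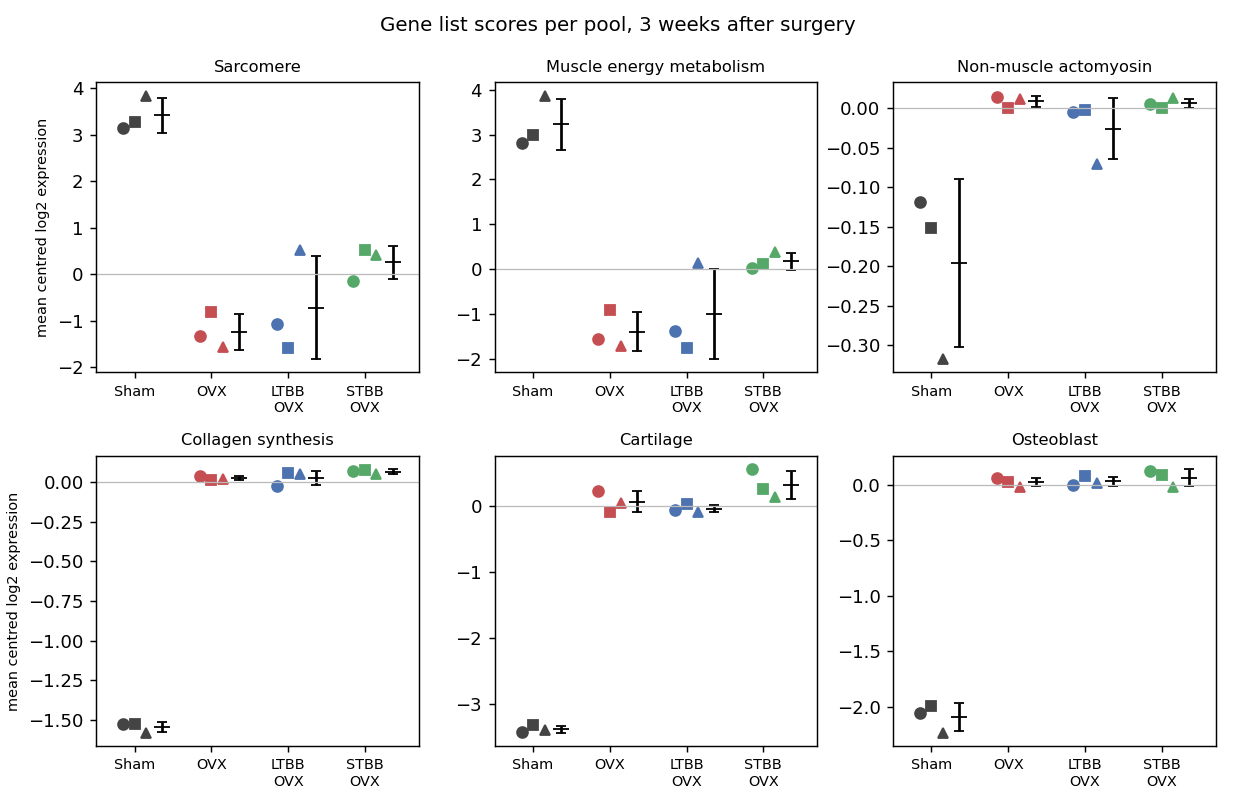
Mean centred log2 value of the genes of 6 lists (sarcomere, muscle energy metabolism, non-muscle actomyosin, collagen synthesis, cartilage and osteoblast) in sham-operated, OVX, LTBB OVX and STBB OVX bone. Circles, squares and triangles are pools 1, 2 and 3 of each group and bars give the mean ± SD (n = 3); the sarcomere score was 3.42 ± 0.37 in sham and -1.25 ± 0.39 in OVX, and the collagen score was -1.54 ± 0.03 in sham and 0.02 ± 0.01 in OVX.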

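Genes of collagen synthesis, processing and crosslinking were higher in OVX than in sham-operated bone. Of 35 measured members 33 rose, 1 fell and 1 did not pass by limma (33 and 1 when adjusted over the list alone), with a median log2 fold change of 1.63. The chains of type I collagen, named after their values were seen, rose, Col1a1 by 1.24 (SE 0.068, adjusted p = 5.9e-09) and Col1a2 by 0.81 (SE 0.068, adjusted p = 2.9e-07). Lox, which crosslinks collagen, rose by 2.14 (SE 0.10, adjusted p = 1.3e-09), P4ha1, a prolyl hydroxylase of collagen, by 2.20 (SE 0.076), and Fkbp10, a collagen chaperone, by 2.96 (SE 0.070). Named after their values were seen, Col14a1 fell (-1.11 (SE 0.13, adjusted p = 9.8e-06)) and Crtap had -0.12 (SE 0.11, adjusted p = 0.352). Of 25 matrix proteases and their inhibitors 19 rose and 4 fell (20 and 4 when adjusted over the list alone), with a median of 0.96. Ctsk, the cysteine protease with which osteoclasts degrade collagen, rose by 3.81 (SE 0.15, adjusted p = 4.1e-10), Mmp13, a collagenase, by 3.25 (SE 0.10), and Timp1, an inhibitor of such proteases, by 3.25 (SE 0.063). Mmp8, the neutrophil collagenase, fell (-3.16 (SE 0.22)), and so did Timp3 (-0.39 (SE 0.083, adjusted p = 0.00118)) and, named after their values were seen, Timp4 (-0.34 (SE 0.13)) and Plaur (-0.27 (SE 0.10)). The 4 probe sets of Timp3 ranged from -0.93 to 0.25, and with 1 probe set per gene, a setting chosen after seeing the data, it was 0.25 (adjusted p = 0.0488). Markers of cartilage and growth plate moved with this group. Of 20 measured 16 rose and 2 fell (16 and 2 when adjusted over the list alone), with a median of 3.20; Col10a1, the collagen of hypertrophic chondrocytes, rose by 8.68 (SE 0.22, adjusted p = 1.4e-11), and Sox6 (-2.62 (SE 0.075)) and Cytl1 (-1.09 (SE 0.26)), named after their values were seen, fell. Of 32 measured genes among the 33 labels of Fig. 3B, 29 rose and Mfap5 (-1.22 (SE 0.15)), Smc3 (-0.93 (SE 0.10)) and Timp3 fell. These labels were chosen on these samples and share genes with the lists, so they are not independent evidence. The collagen list stood above all other genes (camera adjusted p = 3.7e-14; adjusted p = 0.0352 with an estimated correlation), and so did the protease list (camera adjusted p = 6.0e-06; adjusted p = 0.0372 with an estimated correlation). For the cartilage list the call did not hold with an estimated correlation (camera adjusted p = 4.5e-08; adjusted p = 0.154 with an estimated correlation). Quantile normalization of the arrays again ended the calls of Col14a1, Mmp8, Timp3, Timp4, Plaur, Cytl1, Mfap5 and Smc3, and an index of muscle genes as a covariate those of Col1a2, Col14a1, Timp3, Timp4, Plaur, Cytl1, Mfap5 and Smc3. Under the covariate Timp3 (-0.79) and Plaur (-0.93) grew and Timp4 turned to 0.15. The others were smaller: Smc3 (-0.85), Col1a2 (0.56), Cytl1 (-0.62), Mfap5 (-0.22) and Col14a1 (-0.16). A call lost with its fold kept does not show that muscle accounts for the change. The call of Timp4 ended without sham pool 2 (-0.30), sham pool 3 (-0.22), OVX pool 2 (-0.30) or OVX pool 3 (-0.27), and that of Plaur without sham pool 1 (-0.18), sham pool 2 (-0.27), OVX pool 2 (-0.24) or OVX pool 3 (-0.26) and with 1 probe set per gene (-0.043), while Crtap passed without sham pool 1 (-0.25).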

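Genes of bone-forming and bone-resorbing cells were both higher in OVX than in sham-operated bone. Of 18 measured osteoblast genes 16 rose and none fell by limma (16 when adjusted over the list alone), with a median log2 fold change of 2.30. Alpl, the tissue-nonspecific alkaline phosphatase, rose by 2.60 (SE 0.11, adjusted p = 4.2e-10), Bglap, which encodes osteocalcin, by 0.89 (SE 0.11, adjusted p = 8.3e-06), and Spp1, which encodes osteopontin, by 3.57 (SE 0.18, adjusted p = 2.8e-09). By RT-PCR the paper reports ALP expression as unchanged and osteocalcin as higher in OVX than in sham (Fig. 3C). It also reports lower serum ALP in OVX animals. The rise of Alpl on the arrays differs from this, and the source of the difference was not tested. Runx2 was not analysed here. Of 8 osteocyte genes 6 rose, with a median of 2.21, among them the mineralization genes Dmp1 (3.30 (SE 0.091)) and Phex (4.27 (SE 0.19)); Fgf23, named after its value was seen, fell (-0.49 (SE 0.11)). Of 12 osteoclast genes 10 rose, with a median of 0.78, among them Acp5, the tartrate-resistant acid phosphatase (4.34 (SE 0.10, adjusted p = 6.7e-12)), and Tnfrsf11a, the receptor of RANK ligand (2.54 (SE 0.14)). Car2, a carbonic anhydrase of osteoclasts and red cells named after its value was seen, fell (-1.90 (SE 0.15)). Ctsk and Mmp9 are in both this list and the protease list. Of 44 genes of Wnt and BMP signalling 32 rose and 2 fell, with a median of 0.74. The secreted Wnt inhibitor Wif1 rose by 3.94 (SE 0.13) and the BMP pseudoreceptor Bambi by 2.90 (SE 0.12), while Wnt16 (-2.07 (SE 0.26)) and Sfrp2 (-0.98 (SE 0.12)), named after their values were seen, fell. Counts adjusted over each list alone were the same for these 4 lists. Markers of blood-forming marrow moved the other way. Of 16 erythroid genes 15 fell (median -2.76) and 10 of 10 neutrophil genes fell (median -2.43), among them Alas2, the erythroid enzyme of heme synthesis (-3.35 (SE 0.14)), and S100a8, a neutrophil calcium-binding protein (-2.72 (SE 0.17)). Against all other genes the osteoblast list was higher (camera adjusted p = 8.2e-09; adjusted p = 0.0956 with an estimated correlation), as were the osteocyte list (camera adjusted p = 0.000623; adjusted p = 0.0956 with an estimated correlation), the osteoclast list (camera adjusted p = 0.000596; adjusted p = 0.161 with an estimated correlation) and the Wnt and BMP list (camera adjusted p = 1.3e-07; adjusted p = 0.0478 with an estimated correlation). The erythroid list (camera adjusted p = 1.9e-10; adjusted p = 0.137 with an estimated correlation) and the neutrophil list (camera adjusted p = 1.1e-06; adjusted p = 0.172 with an estimated correlation) were lower. The 3 OVX pools lay above the 3 sham pools in the osteoblast score (0.03 ± 0.04 against -2.09 ± 0.12, SD, n = 3; exact permutation p = 0.10, two-sided, the smallest that 3 against 3 allow). After the arrays were quantile normalized again the calls of Fgf23 and Wnt16 ended, and with an index of muscle genes as a covariate these and that of Bglap. Under the covariate Wnt16 was at -1.51, Fgf23 at -0.12 and Bglap at 0.23. The lost call of Wnt16 does not show that muscle accounts for its change.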

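In STBB OVX bone the 36 measured sarcomere genes had a median log2 fold change of 1.24 against OVX, and all 36 lay above 0. In LTBB OVX the median was 0.49 and 34 lay above 0. None passed limma in either comparison when adjusted over all genes, where 411 genes had an unadjusted p under 0.05 in STBB OVX and 329 in LTBB OVX (1035 and 920 after quantile normalization of the arrays again, 1039 and 998 with array weights). Without OVX pool 2 there were 821 in LTBB OVX, without sham pool 3 637 in STBB OVX, and with only the 2 groups compared 669 and 506. With the arrays of OVX rats alone, a setting chosen after seeing the data, there were 689 in STBB OVX and 546 in LTBB OVX. Adjusted over the list alone, 22 were higher in STBB OVX and none in LTBB OVX. Acta1 had 3.65 (95% confidence interval 1.39 to 5.91) in STBB OVX and 0.95 (95% confidence interval -1.31 to 3.21) in LTBB OVX. Myl1, a fast fibre myosin light chain, had 3.66 (SE 1.07) and 0.86 (SE 1.07), and Tnnc2, the fast skeletal troponin C, 3.56 (SE 1.01) and 0.72 (SE 1.01). Muscle genes outside the sarcomere lay above OVX as well. The 16 genes of muscle energy metabolism had medians of 1.77 in STBB OVX and 0.31 in LTBB OVX, none passed over all genes, and 11 were higher in STBB OVX when adjusted over the list alone. This list stood above all other genes in STBB OVX (camera adjusted p = 2.6e-25; adjusted p = 0.0852 with an estimated correlation) and in LTBB OVX (camera adjusted p = 0.00649; adjusted p = 0.837 with an estimated correlation). Without LTBB OVX pool 3 the median in LTBB OVX was -0.14 (camera adjusted p = 0.461), without pool 1 or 2 it was 0.50 or 0.62, and without OVX pool 3 it was 0.25 (camera adjusted p = 0.132). Ckm had 3.29 (SE 0.83) and 0.90 (SE 0.83). The 28 genes of non-muscle actin and myosin had medians of -0.0095 and -0.047, with none past the test. The sarcomere score was 0.26 ± 0.36 (SD, n = 3) in STBB OVX and -0.72 ± 1.10 in LTBB OVX. All 3 STBB OVX pools (-0.15, 0.52 and 0.41) lay above the OVX pools (-1.34, -0.81 and -1.58; exact permutation p = 0.10, two-sided, the smallest possible), but of the LTBB OVX pools (-1.08, -1.60 and 0.52) only pool 3 did (exact permutation p = 0.70). The list stood above all other genes in STBB OVX (camera adjusted p = 1.8e-42; adjusted p = 0.0852 with an estimated correlation) and in LTBB OVX (camera adjusted p = 3.1e-08; adjusted p = 0.837 with an estimated correlation). The difference between the BB diets had a median of 0.64 (camera adjusted p = 3.0e-16; adjusted p = 0.258 with an estimated correlation; exact permutation p = 0.30). Without LTBB OVX pool 3 the median of LTBB OVX against OVX was -0.052 (camera adjusted p = 0.827) and that between the diets 1.31; without LTBB OVX pool 2 they were 0.86 and 0.43. Without OVX pool 3 the median of LTBB OVX was 0.32, and without STBB OVX pool 2 that of STBB OVX was 0.82. When only the OVX and STBB OVX arrays entered the fit, 56 probe sets passed, 55 of them higher in STBB OVX. Of these 56, 26 are in the muscle lists and 55 were lower in OVX than in sham. Klhl41, a sarcomere-associated kelch protein, had an adjusted p of 0.0106 in that fit, Myot, which encodes myotilin, 0.0128 and Des, the muscle intermediate filament desmin, 0.0133. Without LTBB OVX pool 3, Klhl41 and Myot (adjusted p = 0.00292 for both), Cox8b (0.00482) and Ckmt2 (0.0168) passed in the fit of all groups. No probe set was both lower in OVX than in sham and higher in a BB group than in OVX by limma. With an unadjusted p in the second comparison there were 231 in STBB OVX and 121 in LTBB OVX, against 286 to 343 and 289 to 362 in 20 simulations of diets with no effect that share the OVX arrays. The fit pools the spread of all groups, and the residual SD was 0.198 in sham against 0.136 to 0.149 in the others. At an unadjusted p under 0.05 it called 2.97% and 2.85% of all probe sets in these comparisons, where chance gives 5%. Counts below the simulated range therefore do not show less reversal than chance would give.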

Feeding BB diets, particularly the short-term early in life, inhibited OVX-induced down-regulation of myosin-related genes (p<0.05), although BB did not completely block the OVX effect on myosin expression. For example, myosin 4 and 7 were down-regulated 400-fold in the control diet-fed OVX group compared with their sham-operated animals, and BB diet prevented more than 75% of this reduction. In contrast, the BB diet did not inhibit OVX-induced up-regulation of genes related to collagen synthesis, but rather enhanced expression of these genes above that seen OVX controls (Figure 3B). This suggests that BB promoted osteoblast differentiation or increased osteoblast activity. 

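Myh4, the heavy chain of fast type IIb muscle fibres, was 83.3-fold lower in OVX than in sham-operated bone (log2 fold change -6.38 (SE 1.22, adjusted p = 0.000516) from limma), n = 3 pools per group. Myh7, the heavy chain of slow muscle fibres, was 74.4-fold lower (-6.22 (SE 0.65, adjusted p = 2.4e-06)) as the mean of 2 probe sets, which were 407-fold and 13.6-fold lower. In STBB OVX against OVX Myh4 had a log2 fold change of 4.08 (95% confidence interval 1.44 to 6.72) and Myh7 of 1.20 (95% confidence interval -0.20 to 2.60). In LTBB OVX the values were 1.26 (95% confidence interval -1.38 to 3.90) and 1.03 (95% confidence interval -0.38 to 2.43). None of these passed limma over all genes (adjusted p = 1.00). Adjusted over the list of sarcomere genes alone, Myh4 passed in STBB OVX. As a share of the fall between the linear group means, Myh4 lay above OVX by 16.5% ± 5.65 (SD, n = 3 pools) in STBB OVX and by 5.91% ± 11.5 in LTBB OVX. For Myh7 the shares were 2.56% ± 3.01 and 2.60% ± 4.13. As a share of the log2 fall they were 64.0% and 19.8% for Myh4 and 19.3% and 16.5% for Myh7. Shares of the fold relative to sham, in which Fig. 3 presents its results, were not computed. On that scale each share would be larger than the log2 share. The linear and log2 shares therefore do not show that the paper's share fails. The paper does not state the scale of its share. The mean centred log2 values of Myh4 were 2.49 in sham, -3.89 in OVX, 0.19 in STBB OVX and -2.63 in LTBB OVX. For the Myh7 probe set with the larger fall they were 6.88, -1.79, 0.60 and 0.11. After the arrays were quantile normalized again, the falls were 27.6-fold and 9.95-fold, and the linear shares 87.6% and 36.5% for Myh4 and 28.5% and 29.8% for Myh7. With an index of muscle genes as a covariate neither fall passed limma. Myh4 turned to 6.70 (adjusted p = 0.0621) and Myh7 was at -0.86 (adjusted p = 0.810). The index is built from muscle genes and does not overlap between sham and the other arrays, so these values cannot decide what the falls come from. Single pools moved these values. Without OVX pool 2 the fall of Myh4 was 181-fold and without OVX pool 3 it was 51.8-fold. The share of Myh4 in STBB OVX was 27.1% without sham pool 3. In LTBB OVX it was -0.73% without LTBB OVX pool 3, 9.68% without LTBB OVX pool 2 and 9.66% without sham pool 3. The share of Myh7 in LTBB OVX was 0.219% without LTBB OVX pool 3 and 3.93% without LTBB OVX pool 2, and in STBB OVX 0.917% without STBB OVX pool 2 and 3.88% without STBB OVX pool 1.

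**Figure D2:**
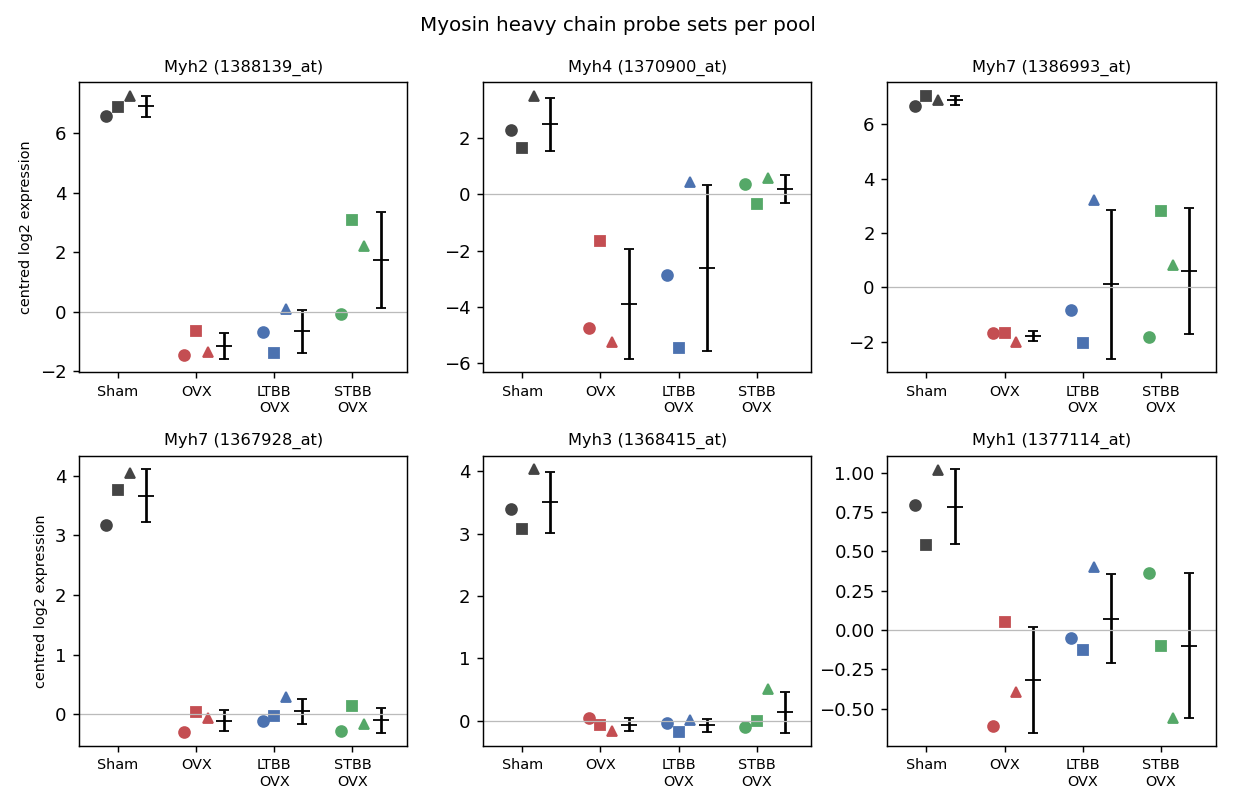
Centred log2 values of the probe sets of Myh2, Myh4, Myh7 (2 probe sets), Myh3 and Myh1 in sham-operated, OVX, LTBB OVX and STBB OVX bone. Circles, squares and triangles are pools 1, 2 and 3 and bars give the mean ± SD (n = 3); Myh4 was 2.49 ± 0.95 in sham, -3.89 ± 1.96 in OVX, -2.63 ± 2.96 in LTBB OVX and 0.19 ± 0.48 in STBB OVX.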

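Of 35 measured genes of collagen synthesis none passed limma against OVX, over all genes or adjusted over the list alone, in STBB OVX or in LTBB OVX. Their median log2 fold changes were 0.013 (members -0.15 to 0.47) and 0.0072 (members -0.17 to 0.15). Col1a1, named after its value was seen, had -0.0019 (95% confidence interval -0.15 to 0.15) in STBB OVX and 0.0019 (95% confidence interval -0.15 to 0.15) in LTBB OVX, and Lox had 0.11 (95% confidence interval -0.11 to 0.32) and 0.12 (95% confidence interval -0.094 to 0.34). Against sham, the list stayed high in both BB groups, with medians of 1.67 and 1.62. Of the 32 measured genes of Fig. 3B, which were chosen on these samples, 25 lay above OVX in STBB OVX and 15 in LTBB OVX, with medians of 0.08 and -0.02, and none passed. Markers of cartilage had a median of 0.28 in STBB OVX, where 18 of 20 lay above 0, and of -0.091 in LTBB OVX, where 3 did; none passed over all genes or adjusted over the list alone. Col2a1, the main cartilage collagen, had 0.22 (95% confidence interval 0.0089 to 0.42) in STBB OVX, and Acan, the cartilage proteoglycan aggrecan, had 0.31 (95% confidence interval -0.034 to 0.65). In the collagen score all 3 STBB OVX pools (0.067, 0.078 and 0.047) lay above the OVX pools (0.040, 0.014 and 0.019; exact permutation p = 0.10, two-sided, the smallest possible). The collagen list did not pass against all other genes in STBB OVX (camera adjusted p = 0.0649; adjusted p = 0.468 with an estimated correlation) or in LTBB OVX (camera adjusted p = 0.525; adjusted p = 0.853 with an estimated correlation; exact permutation p of its score = 1.00). The cartilage list was above them in STBB OVX (camera adjusted p = 3.8e-11; adjusted p = 0.148 with an estimated correlation) and below in LTBB OVX (camera adjusted p = 0.0356; adjusted p = 0.837 with an estimated correlation). The collagen list passed in STBB OVX after the arrays were quantile normalized again (median 0.041, adjusted p = 0.0378), without sham pool 2 (adjusted p = 0.0486) and without STBB OVX pool 3 (median 0.026, adjusted p = 0.0276). In STBB OVX the cartilage median was 0.44 without OVX pool 1 and 0.17 without STBB OVX pool 1, and in LTBB OVX it was -0.18 without OVX pool 2 and -0.15 without LTBB OVX pool 2. The cartilage call in LTBB OVX was lost without OVX pool 1 (median -0.028, adjusted p = 0.710), OVX pool 3 (0.0511) and LTBB OVX pool 1 (0.164) or 3 (0.166).

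**Figure D3:**
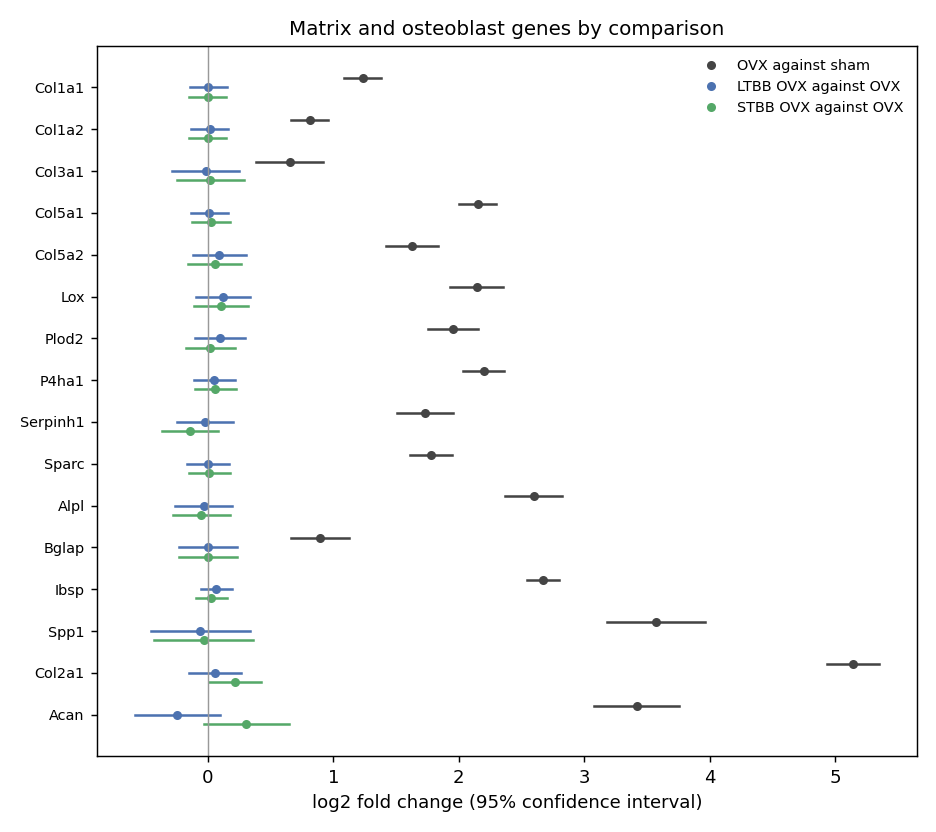
Log2 fold changes of 16 collagen, osteoblast and cartilage genes, some of them chosen after their values were seen, for OVX against sham, LTBB OVX against OVX and STBB OVX against OVX. Points are limma estimates and bars their 95% confidence intervals (n = 3 pools per group); Col1a1 lay at 1.24 for OVX against sham and near 0 for both BB groups against OVX.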

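Of 18 measured osteoblast genes none passed limma, over all genes or adjusted over the list alone, and the median log2 fold change against OVX was 0.0087 in STBB OVX and 0.0016 in LTBB OVX. Alpl had -0.053 (95% confidence interval -0.28 to 0.17) in STBB OVX and -0.032 (95% confidence interval -0.26 to 0.20) in LTBB OVX, n = 3 pools per group. For Bglap the 95% confidence interval was -0.23 to 0.23 in both. Spp1 had -0.033 (SE 0.18) and -0.059 (SE 0.18), and Cthrc1, a secreted protein of bone matrix, 0.14 (SE 0.12) and 0.033 (SE 0.12). The 8 osteocyte genes had medians of 0.015 and 0.018 and the 12 osteoclast genes of -0.023 and 0.040, with none past the test. The osteoblast list did not differ from all other genes in STBB OVX (camera adjusted p = 0.278; adjusted p = 0.711 with an estimated correlation; exact permutation p of its score = 0.50, two-sided) or in LTBB OVX (camera adjusted p = 0.642; adjusted p = 0.945 with an estimated correlation; exact permutation p = 0.8). It passed in STBB OVX with an index of muscle genes as a covariate (median 0.13, adjusted p = 0.0077) and without STBB OVX pool 3 (median 0.028, adjusted p = 0.0289). In simulated data a log2 change of 1 was recovered for 93% of changed probe sets between STBB OVX and OVX and for 96% between LTBB OVX and OVX. From the expression of genes related to collagen synthesis in Fig. 3B, which it describes as enhanced above the OVX controls, the paper proposes that BB promoted osteoblast differentiation or raised osteoblast activity. It also reports higher Runx2, ALP and osteocalcin by RT-PCR in BB-fed OVX rats than in sham. Histomorphometry in the paper gave more osteoblasts and more bone formation with BB. Those assays were not analysed here.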

Real-time RT-PCR confirmed that gene expression of three subtypes of myosin, i.e. 2, 4 and 7, known as nonmuscular myosins, were profoundly reduced in the OVX controls. Furthermore, using real-time RT-PCR, we found that Runx2 expression was lower, osteocalcin expression was higher, and ALP expression was unchanged in samples from the OVX control group compared with their sham-operated control (p<0.05; Figure 3C). All three genes were increased (p<0.05) in OVX animals fed BB diets compared with sham-operated controls (Figure 3C). Myosin and Runx2 protein expression patterns were confirmed using Western blotting (Figure 3D). These results prompted us to explore the true significance of inhibition of OVX-induced down-regulation of myosin in bone by BB diet. Cell senescence-associated beta-galactosidase (SABG) activity, a biomarker and one of phenotypes of senescent tissues or cells [15] was examined from total protein isolated from bone. It was increased (p<0.05) one and three weeks following OVX compared with sham-operated controls (Figure 4A). SABG activity in BB-fed rats one week post-OVX approximated levels in sham-operated controls (Figure 4A). SABG activity three weeks after OVX in animals fed BB diet long-term was lower (p<0.05) than sham-operated controls, while rats fed the BB diet of short-term early in development did not differ from the sham-operated control group (Figure 4A). These results are reflected in the bone mass data presented in Figure 1.

**Figure 3:**
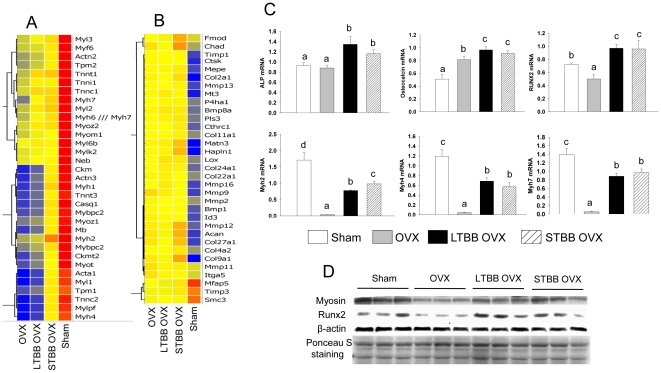
Myosin is the target gene for dietary BB effects on bone in OVX animals. Microarray profiling of bone cell transcripts in RNA from bone with or without BB and OVX. (A), Cluster of myosin related genes and, (B), cluster of collagen turnover related genes. Results are presented as fold changes relative to sham control. Color changes from red to yellow and blue represent decreases in gene expression. (C), Real-time PCR analysis for mRNA of ALP, osteocalcin, Runx2and myosin 2, 4, 7 in bone with different diets and 3 weeks following OVX in female rats. Data are expressed as mean ± SEM (n = 8 per group). Means with different letters differ significantly from each other at p<0.05, a<b<c. (D), Western analysis of myosin and Runx2 in bone from four different diet groups after 3 weeks of OVX, membrane ponceau S staining for protein loading control. Eight to nine samples in each group were randomly pooled into three samples per group are presented for microarray analyses.

**Figure 4:**
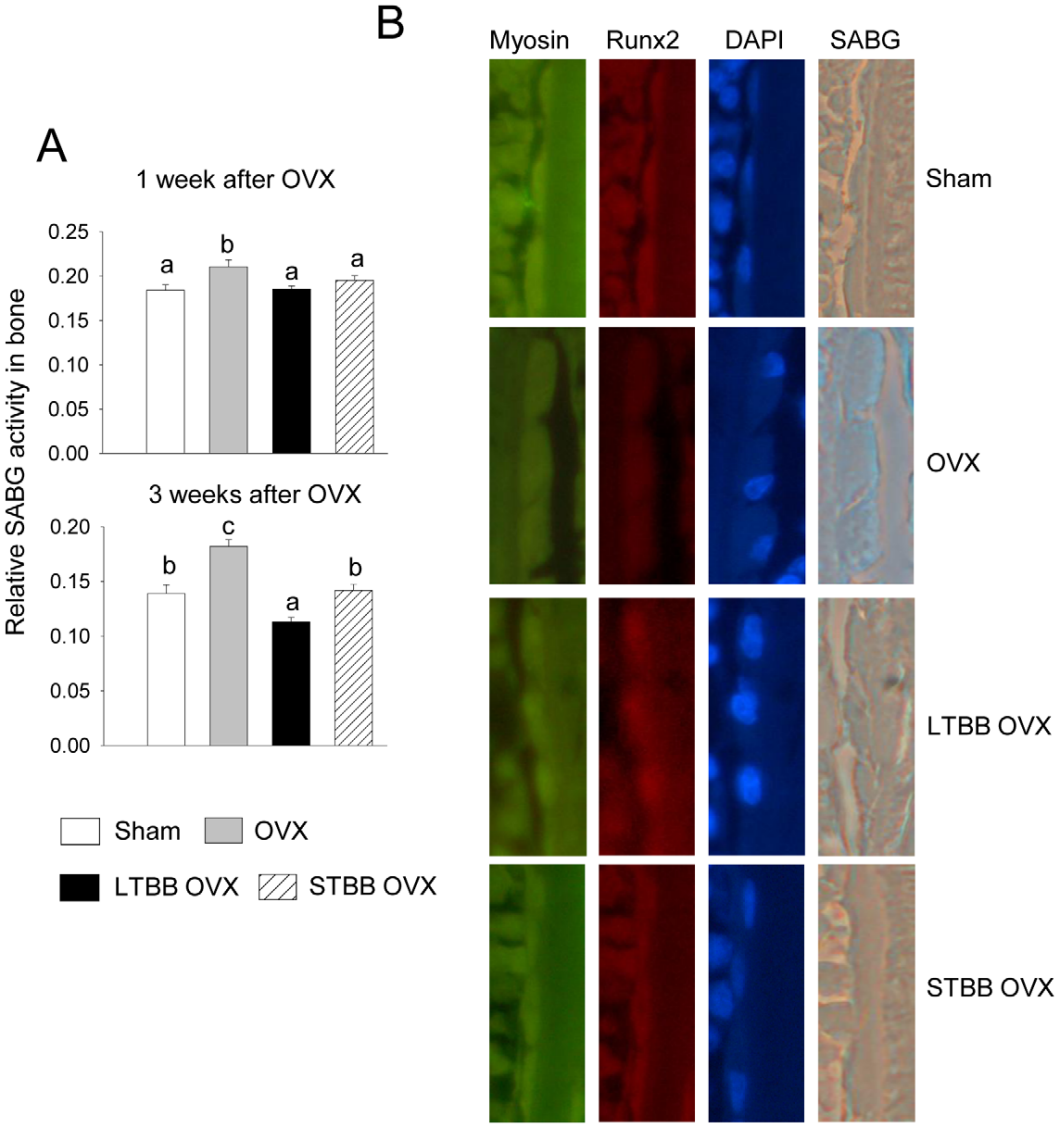
BB diet prevents OVX-induced acute bone loss and osteoblastic cell senescence. (A), Senescence associated beta-galactosidase (SABG) activity analyses in total proteins isolated from bone with four different diet groups. Data are expressed as mean ± SEM (n = 8 per group). Means with different letters differ significantly from each other at p<0.05, a<b<c. (B), Triple staining of immune-staining for myosin and Runx2 and SABG activity staining in long bone sections from four different diet groups 3 weeks after OVX. Pictures are showing typical bone surface osteoblasts from sagittal section under 20 x magnifications, Green stains for myosin, red stains for Runx2 and blue stains for SABG and DAPI staining for nucleus.

We next examined whether there are associations between osteoblast senescence, myosin and Runx2 expression in bone three weeks after OVX with or without BB diet using triple staining of SABG activity staining, myosin and Runx2 immunostaining. We found that osteoblasts on the surface of bone from OVX animals showed relatively more staining of blue for SABG, less myosin and Runx2 staining, and were flattened and increased in size compared with those from sham-operated animals (Figure 4B). Cells from OVX animals fed the BB diet either for a short-term early in life or over a long-term showed no obvious differences compared with sham-operated controls (Figure 4B) (Figure S2).

### Serum from BB diet-fed rats induced osteoblastic cell commitment and differentiation involving myosin

We believe tissue-specific dietary effects are mediated by bioactive compounds derived from the BB diet that appear in the peripheral circulation following digestion. Serum from rats fed the BB diet (BB serum) was used to treat osteogenic and osteoblast progenitor cells *in vitro* to test our hypothesis. To obtain pretreatment measures, we first determined myosin expression in osteogenic rat fetal calvarial cells and mouse-derived bone marrow mesenchymal stromal ST2 cells. Based on previous microarray analysis (presented in Figure 3), myosin 1–4, 6 and 7 were profoundly down-regulated in bone from OVX controls. 

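Myosin heavy chains of skeletal muscle differed widely in their change after OVX. Myh2, the heavy chain of fast type IIa fibres, was 268-fold lower in OVX than in sham (log2 fold change -8.07 (SE 0.59, adjusted p = 5.0e-08)), and Myh3, the embryonic muscle heavy chain, 11.9-fold lower (-3.57 (SE 0.20, adjusted p = 3.7e-09)), n = 3 pools per group. Myh4 fell as well (adjusted p = 0.00038), and so did both probe sets of Myh7 (adjusted p = 1.9e-05 and 1.1e-09). Of the 5 probe sets of Myh1, the heavy chain of fast type IIx fibres, 1 fell (-1.10 (SE 0.22, adjusted p = 0.000902)) and the other four had log2 fold changes from -0.29 to 0.17 and did not pass. Myh6, the alpha heavy chain of heart muscle, fell by 0.22 (SE 0.081, adjusted p = 0.0355) as the mean of its 2 probe sets; these had -0.29 (SE 0.093, adjusted p = 0.0195) and -0.14 (SE 0.11, adjusted p = 0.306). The call for Myh6 was lost after quantile normalization (adjusted p = 0.363) or scaling on housekeeping genes (0.173), when only the sham and OVX arrays entered the fit (0.0815), and without sham pool 2 (0.102), sham pool 3 (0.0656), OVX pool 2 (0.0723) or OVX pool 3 (0.161). With an index of muscle genes as a covariate Myh2 (-4.13) and Myh6 (-0.029) did not pass. That index does not overlap between sham and the other arrays, so the lost calls do not show that muscle accounts for the falls. All p-values are from limma, adjusted over all probe sets, or over all genes for Myh6. These genes belong to the sarcomere list, whose other members fell together with genes of muscle energy metabolism.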

We then checked these 6 subtypes of myosin expression in pure osteoblastic cells using regular PCR and found they were all highly expressed in calvarial cells relative to their expression in ST2 cells (Figure 5A). ST2 cells (and data from calvarial cells were presented in Figure S3) were then treated with 2% rat serum from either control or 14 d BB diet-fed female rats sacrificed on PND34. Treatment of ST2 cells with BB serum for 72 h increased (p<0.05) gene expression of the transcription factor Runx2 and increased (p<0.05) all myosin subtype gene expressions (Figure 5B). Consistent with *in vivo* bone mass data, we found that after treatment of ST2 cells with BB serum for three days and return to regular cell culture medium for additional 4 days, ALP gene expression remained significantly higher than those in cells treated with serum from control diet-fed rats (Figure 5C). These data indicate that BB serum is able to induce mesenchymal stromal cell commitment to osteoblastic cell lineage. Using Affymetrix gene array analyses, transcriptional profiles of osteogenic markers, from early commitment markers through mid/late development markers, were consistent with results from real-time PCR analysis (Figure S4). Surprisingly, in the presence of blebbistatin, a non-muscle myosin 2 specific inhibitor, the osteogenic effects of BB serum was blocked (Figure 5D). These data suggest that myosin, or at least non-muscular myosin, is involved in BB diet-induced osteoblast commitment or differentiation.

**Figure 5:**
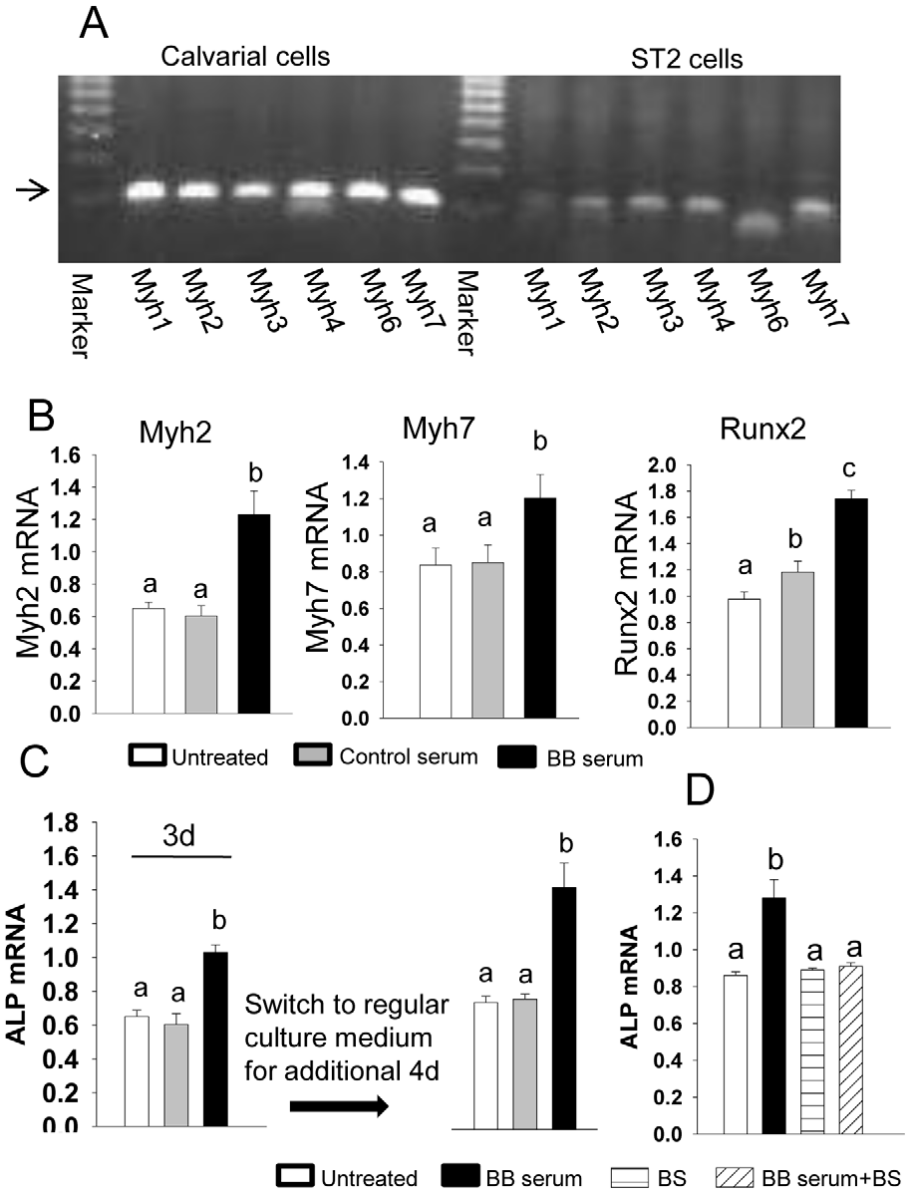
Serum from BB diet intact animals stimulates osteoblast commitment and differentiation. (A), Regular RT-PCR analysis for expressions of myosin1, 2, 3, 4, 6 and 7 in both calvarial osteogenic cells and ST2 cells. (B), Real-time PCR analysis for mRNA expression in mouse origin bone marrow stromal ST2 cells after cells were treated with 2% BB diet animal serum for 3d. (C), Real-time PCR analysis for ALP mRNA expression in mouse origin bone marrow stromal ST2 cells after cells treated with 2% BB diet animal serum for 3d, and then switched to regular cell culture medium for an additional 4d. (D), Real-time PCR analysis for ALP mRNA expression in mouse origin bone marrow stromal ST2 cells after cells treated with 2% BB diet animal serum, blebistatin 20 µm and their combination for 3d. Data are expressed as mean ± SEM (triplicates). Means with different letters differ significantly from each other at p<0.05, a<b<c.

### Osteoblastic cell shape maintenance and senescence prevention by dietary BB through myosin and Runx2

We have shown above that BB diet short-term in early life protected against OVX-induced bone loss in adults, and that this effect may be due to the ability of dietary BB to suppress OVX-induced osteoblast senescence associated with reduced myosin expression. To further confirm this and *in vivo* data, we utilized fetal calvarial cells (and ST2 cells as data presented in Figure S5). Cells were treated for 3 days with 2% rat serum taken from adult female sham-operated or OVX (3 weeks post-OVX) rats fed non-BB-containing diets. Similar groups of cells were treated with serum from adult female rats fed long-term the BB diet from weaning and sacrificed 3 weeks following OVX. After three days of serum treatment, all cells were then cultured in normal medium and cell cultures were continued in the presence of regular cell culture medium for nine passages (Figure S6A). We identified the total population of cells that were confluent every 5d to 6d. We found that cells cultured in control medium or exposed to serum from sham-operated or OVX controls for three days at the beginning of the experiment gradually and significantly descended in number, particularly after passage four (Figure S6B). In contrast, even after four passages, cells exposed to rat serum from BB-fed OVX rats, had numbers which remained relatively similar to their previous passage (Figure S6B). Although, after nine passages, fetal calvarial cells were still able to proliferate and did not reach crisis, cells treated with serum from control diet-fed OVX rats had higher (p<0.05) SABG activity (Figure 6A) and more SABG-stained, morphologically-altered cells (Figure 6B) compared with the other three treatments. mRNA and protein were isolated from cells after 9 passages following all 4 treatments. Gene expression of the osteoblast differentiation markers ALP and Runx2 were higher (p<0.05) in cells pretreated with serum from OVX BB diet-fed rats compared to those cells pretreated with serum from OVX control rats (Figure 6C). This was accompanied by higher (p<0.05) gene expression of myosin (Figure 6C). Moreover, we have observed consistent and significant differences of Runx2 and myosin gene encoded protein expression using Western blot analyses (Figure 6D). As in our previous *in vivo* analysis, myosin and Runx2 double immuno-staining was performed on passage nine cells that had been subjected different serum treatments for only three days at beginning of the experiment. We found that expression of Runx2 was lower (p<0.05) in cells from OVX control diet rat serum treatment compared with the other treatments (Figure 6E). Clearly, decreased expression of Runx2 in cells treated with serum from OVX control rats was accompanied by lower (p<0.05) expression of myosin (Figure 6E). Interestingly, SABG-stained positive cells treated with serum from OVX control rats were larger, flatter and rounder than SABG-negative cells from the OVX long term BB diet rat serum-treated group, where the cells were smaller and spindle-shaped (Figure 7A). The SABG positive cell not only showed less expression of myosin and Runx2 relative to the SABG negative cell, but the limited expression of Runx2 was specifically confined to the nucleus (Figure 7A). These observations suggested that myosin expression in osteogenic cell may play a role in shuttling Runx2 from cytoplasm to nucleus and vice versa. Myosin-dependent nuclear-cytoplasmic shuttling of Runx2 may be particularly important for providing a mutual link between myosin and signal transduction cascades that ultimately control transcription of downstream targets in osteoblastic cells. An association between myosin and Runx2 was observed using co-immuno-precipitation, and serum from OVX control rats decreased (p<0.05) this myosin and Runx2 complex (Figure 7B). Consistently, knockdown of the myosin gene in ST2 cells resulted in reduced expression of Runx2 mRNA, and less potential for cells to differentiate into osteoblasts even in the presence of BB serum (Figure 7C). Following treatment with shRNA to myosin, ST2 cells expressed greater (p<0.05) SABG activity (Figure 7C2), indicating increased senescence.

**Figure 6:**
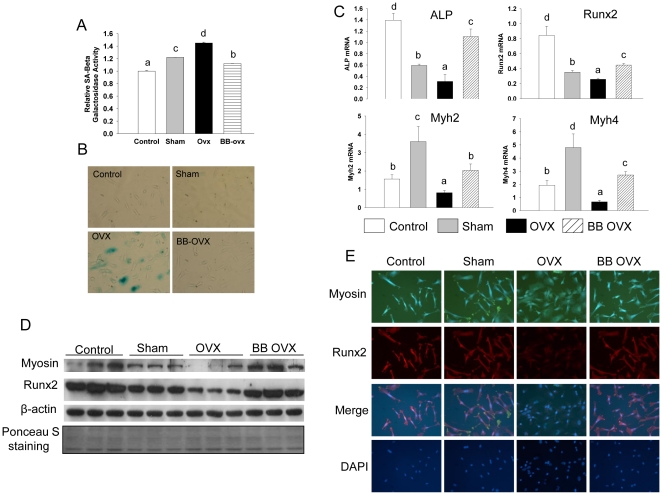
BB diet is able to maintain osteoblastic cell shape and prevent OVX-induced cell senescence. (A), After calvarial cells treated one time with 2% of PBS (control), serum from three weeks of sham operated, OVX and long term BB plus OVX (BB OVX) rats for 3d, cell cultures were switched to a regular medium until to last passage 9. Proteins were isolated from passage 9 cells, and senescence associated beta-galactosidase activity was measured. (B), Passage 9 cells were stained with senescence associated beta-galactosidase activity; cells with blue color are positively stained cells. (C), RNA were isolated from passage 9 cells, and mRNA expressions of ALP, Runx2 and myosin2, 4 were carried out by real-time PCR. (D), Western analysis of myosin and Runx2 expressions in passage 9 cells. (E), Myosin and Runx2 double immune-staining was performed on passage 9 cells, myosin stained green and Runx2 stained red (10x). Data are expressed as mean ± SEM (triplicates). Means with different letters differ significantly from each other at p<0.05, a<b<c<d.

**Figure 7:**
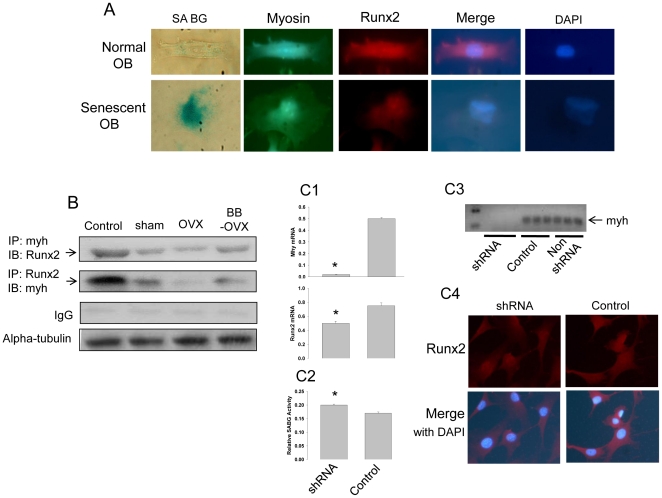
Myosin and Runx2 interaction determines osteoblastic cell senescence. (A), A single morphologically normal and senescence associated beta-galactosidase (SABG) negative osteoblastic cell was compared with a SABG positive cell from OVX rat serum treated on myosin and Runx2 expression and localization. Myosin stained green and Runx2 stained red with antibody immune staining. (B), Coimmunoprecipitation of myosin and Runx2 in lysates of calvarial cells cultured and treated with 2% of sham operated, OVX and continuous BB diet plus OVX (BB OVX) rat serum. (C1), Myosin and Runx2 mRNA expressions after silencing of the myosin gene using shRNA myosin in ST2 cells. Data are expressed as mean ± SEM (triplicates). *, p<0.05, significantly different than control non shRNA normal culture medium. (C2), SABG activity in ST2 cells with or without shRNA myosin. Data are expressed as mean ± SEM (triplicates). *, p<0.05, significantly different than control. (C3), Regular PCR to check myosin expression after shRNA in ST2 cells. (C4), Runx2 immuno-staining (stained red) after shRNA myosin in ST2 cells.

## Discussion

By treating animals with BB-supplemented diets either for a short term prior to puberty or long term continuously from weaning through adulthood, we have discovered that bone loss in adulthood resulting from sex-steroid deficiency (herein referred as OVX-induced bone loss) could be prevented. Our results suggest that the protective effect of dietary BB against bone loss is due to its ability to increase cytoskeletal organization of osteoblastic cells, which allows cells to maintain their appropriate differentiation potential and function and which makes them resistant to senescence.

We have presented results supporting a novel mechanistic paradigm of how OVX-induced bone loss proceeds and how dietary BB stimulates bone formation through enhancing myosin expression in osteoblasts and their precursors. Our findings indicate that organization of an appropriate cytoskeletal structure may drive stem cells to differentiate into a functional and tissue-specific mature cell. In particular, motor proteins in non-muscle cells, such as myosin described in this report, may act as a shuttle between cytoplasm and nucleus for essential osteoblastic cell differentiation factors such as Runx2 (the runt domain-containing transcription factor). The presence of this shuttle in osteoblastic cell precursors in early life is particularly important to preserve the fidelity of stromal cells for their differentiation potential later in development. We have demonstrated Runx2 is a critical mechanistic factor linking dietary BB, expression of cytoskeletal proteins and lineage-specific cell fate, proliferation and growth. Interestingly, our data suggest that OVX-induced degradation of bone matrix may secondarily effect osteoblastic cell differentiation and function through down-regulation of myosin expression leading to a second phase of bone loss after OVX. This extended effect has not previously been documented, and suggests a novel mechanistic explanation for the extent of OVX-induced bone loss which may involve metabolic programming, perhaps through epigenetic modulation.

Theoretically, the lower the peak bone mass acquired by the menopause, the higher the risk of osteoporosis later in life and the earlier it begins. Accordingly, with all other factors being approximately equal (such as, general health and age at menopause), women with significantly greater peak bone mass at menopause would be expected reach osteoporotic bone conditions later in life. The age at which bone is acquired and the diet are two critical factors thought to be important in determining peak bone mass. For example, it is known that bone formation during childhood and adolescence is very critical, and nearly half of the peak bone mass is acquired during these years [16], [17]. Aside from known dietary components required for bone development and health (such as, adequate protein, calories, calcium, phosphorus, and vitamin D), certain other dietary factors such as phytochemicals may increase bone development and bone mass which ultimately reduce the risk or degree of osteoporotic bone loss later in life. We have previously reported that weaning rats with only 2 weeks of BB supplemented diet had remarkable increases in bone density and bone mineral content without affecting normal growth and there were no gender differences [7]. It was concluded that dietary BB had a positive effect on building peak bone mass. The significance of such increased peak bone mass in early life by BB for buffering bone loss in an adult model of estrogen deficiency (ovariectomy) is the topic of this report.

Bone loss occurs with increasing age in females is directly linked to loss of ovarian function [18]. The pathophysiology of this “ovary-related” bone loss is very complicated and cannot be simply explained by either increased bone resorption or decreased bone formation [19]. Currently, treatment of postmenopausal osteoporosis has been with drugs and hormone therapy, but some of the approved treatments have specific negative side effects such as mastalgia and increased risks of breast cancer and endometrial hyperplasia. Furthermore, none of these treatments has been able to satisfactorily solve long-term problems of bone loss. The results presented in the current study suggest that early life nutrition may promote higher bone mass/quality which is maintained into adulthood and protects against sex-steroid deficiency-induced bone loss: a condition modeling postmenopausal bone loss in women. Consistent with our findings, previous clinical and animal studies have also demonstrated that increased bone mass in early life produced by either appropriate nutrition or exercise persist into early adulthood [20], [21], [22]. A recent rodent study showing that neonatal mice treated with soy isoflavones produced significant increases in adult bone quality [23]. Although the underlying mechanisms still need to be defined, the above cited studies are consistent with our findings.

Moreover, our findings indicate that bone marrow mesenchymal stromal cells can be programmed postnatally by a dietary factor to commit and differentiate into functional osteoblasts in later adult life. In adults, appropriate bone remodeling is a fundamental process in which new bone formation is tightly associated with bone resorption to support and preserve skeletal health. Ovarian dysfunction results in increases in bone resorption which trigger transient compensatory increases in bone formation to maintain bone remodeling at a set level. However, bone formation is eventually exceeded by increased bone resorption, a net bone loss results. The effects of dietary BB on osteoblastogenesis and osteoclastogenesis appear similar to that of estrogens. However, the serum estrogen levels did not differ between BB-fed rats and control rats. Therefore, it is unlikely that the effect of BB diet on bone in OVX animals is due to increased levels of estrogen or its related compounds.

One therapeutic approach has used agents with anabolic properties to increase bone formation such as PTH (parathyroid hormone) to treat ovary dysfunction-induced bone loss. Similar bioactive compounds in serum associated with consumption of a BB-containing diet are still under investigation in our laboratory. Dietary BB-induced serum phenolic acids [7] may play a key role in protecting against OVX-induced bone loss by stimulating bone formation. Nonetheless, the additional ability of BB diets to prevent bone and osteoblastic cells from acutely entering senescence after OVX is an interesting and novel finding. Previous studies have suggested that osteoblast apoptosis was increased in addition to increased osteoclast activity after OVX in female rodents [18]. It is not known whether osteoblast apoptosis is an important consequence of increased bone remodeling after OVX. We believe that the rapid entry into cell senescence may be an important fate of osteoblasts after OVX. As we have demonstrated in this report, the activity of senescent osteoblasts was significantly lower, and their cell shape may be changed, but they can still identified as osteoblasts. This is consistent with our histomorphometric observation which showed increased osteoblast numbers in OVX animals particularly after 1 week. BB diet may increase the life span of osteoblastic stromal stem cells and progenitor self renewal, and may also enhance osteoblast commitment and differentiation. Determining the mechanisms whereby blueberries prevent the OVX-induced osteoblast senescence requires further elucidation. Furthermore, the mechanisms by which OVX triggers osteoblasts to rapidly enter senescence may be fundamental for understanding the true pathophysiology of OVX-induced bone loss.

Microarray data analyses revealed a cluster of myofibril gene expression particularly myosin related genes that were remarkably down-regulated after OVX in total RNA isolated from bone. 

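The 10 genes with the largest falls after OVX, among those whose OVX pools all lay below the sham pools, are known from striated muscle. They include Myoz2, a Z-disc protein of slow fibres (-7.39 (SE 0.70, adjusted p = 9.1e-07) from limma, n = 3 pools per group), Ckmt2, the mitochondrial creatine kinase of muscle (-6.95 (SE 0.68)), and Cox8b, a muscle isoform of cytochrome c oxidase (-7.09 (SE 0.57)). Klhl41 (-6.70 (SE 0.48)), Myot (-6.85 (SE 0.57)) and Tnnc1, the troponin C of slow and heart muscle (-6.57 (SE 0.65, adjusted p = 1.5e-06)), are also among them. Of 13 measured genes of fast fibres 12 fell (median -5.71) and of 9 genes of slow fibres 9 fell (median -5.77), the same numbers when adjusted over each list alone. Actn3, the alpha-actinin of fast fibres, changed by -6.26 (SE 0.79), and Casq1, the calcium store protein of fast fibres, by -6.38 (SE 0.75). Of 9 smooth muscle genes 5 fell and 1 rose, with a median of -0.33. Those that fell were Des (-5.06 (SE 0.30)), which skeletal muscle also expresses, Acta2 (-1.02 (SE 0.11)), Lmod1 (-0.54 (SE 0.16)), Tagln (-0.38 (SE 0.15)) and Myh11 (-0.33 (SE 0.088)), and the one that rose was Mylk (0.33 (SE 0.080)), named after its value was seen. The 2 probe sets of Myh11 were at -0.79 and 0.12. The fast fibre list stood below all other genes (camera adjusted p = 2.9e-05; adjusted p = 0.31 with an estimated correlation), as did the slow fibre list (camera adjusted p = 1.6e-05; adjusted p = 0.224 with an estimated correlation). The smooth muscle list did not (camera adjusted p = 0.242; adjusted p = 0.318 with an estimated correlation). The fibre lists share members with the sarcomere and excitation lists and are not independent of them. Quantile normalization of the arrays again ended the calls of Acta2, Lmod1, Tagln, Myh11 and Mylk, and an index of muscle genes as a covariate these and those of Myoz2, Ckmt2, Cox8b, Klhl41, Myot, Tnnc1, Actn3 and Casq1. Under the covariate Ckmt2 (0.68), Actn3 (2.76), Casq1 (2.33), Lmod1 (0.66) and Tagln (0.46) turned sign. The others kept theirs but were smaller. They were Myoz2 (-2.33), Tnnc1 (-1.79), Klhl41 (-1.31), Cox8b (-0.69), Acta2 (-0.57), Myot (-0.55), Myh11 (-0.053) and Mylk (0.18). The index is built from muscle genes and does not overlap between sham and the other arrays. Calls lost and signs turned under it therefore do not show that muscle accounts for a change. The call of Lmod1 ended without sham pool 3 (-0.36), and that of Tagln, at -0.41 to -0.33, without sham pool 1 or 3, any OVX pool, LTBB OVX pool 2 or STBB OVX pool 2, and with scaling on housekeeping genes (-0.33).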

Dietary BB significantly inhibited OVX-induced suppression of myosin expression in bone. Furthermore the expression of myosin, particularly non-cardiovascular myosin, is broad and the spectra of their functions have not been fully described in non muscular tissue. 

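Genes of fast muscle fibres had the largest difference between STBB OVX and OVX among the gene lists, with a median log2 fold change of 2.60 for 13 measured members, against 0.55 in LTBB OVX. None passed limma over all genes; adjusted over the list alone, 12 were higher in STBB OVX and none in LTBB OVX. Myh2 had 2.89 (95% confidence interval 1.55 to 4.22) in STBB OVX and 0.49 (95% confidence interval -0.85 to 1.82) in LTBB OVX. Without STBB OVX pool 1, Myh2 passed at 3.79 (adjusted p = 0.0122). Actn3 had 3.17 (SE 0.79) and 1.03 (SE 0.79), and Casq1 3.07 (SE 0.75) and 0.63 (SE 0.75), n = 3 pools per group. The 9 genes of slow fibres had medians of 1.00 in STBB OVX and 0.79 in LTBB OVX, with none past the test over all genes or over the list alone. Genes of muscle excitation and calcium handling, which are not part of the sarcomere, had medians of 0.55 and 0.21; 9 of 17 were higher in STBB OVX when adjusted over the list alone. Between the BB diets the fast fibre genes had a median of 2.13, with 12 higher in STBB OVX when adjusted over the list alone (exact permutation p of the score = 0.10, two-sided, the smallest possible). The fast fibre list stood above all other genes in STBB OVX (camera adjusted p = 3.4e-29; adjusted p = 0.0852 with an estimated correlation) and in LTBB OVX (camera adjusted p = 0.00649; adjusted p = 0.837 with an estimated correlation). For slow fibres the values were camera adjusted p = 6.5e-07; adjusted p = 0.362 with an estimated correlation, and camera adjusted p = 0.000698; adjusted p = 0.837 with an estimated correlation. The LTBB OVX values rest on pool 3: without it the medians against OVX were -0.27 for fast fibres (camera adjusted p = 0.215) and 0.0057 for slow fibres (camera adjusted p = 0.917). The fast fibre call in LTBB OVX was also lost without OVX pool 1 (0.46) or 3 (0.18), and the median was 1.14 without LTBB OVX pool 2 and 0.94 without OVX pool 2. Between the diets the fast fibre median was 1.34 without LTBB OVX pool 2. In STBB OVX the slow fibre median was 0.39 without pool 2 and 1.56 without pool 1. The exact permutation p of the score was 0.70 for fast and 0.40 for slow fibres in LTBB OVX, and 0.30 for slow fibres in STBB OVX.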

We believe that myosin not only plays a role in supporting cell structure, but also conveys some molecular signals in cells from non muscular tissue, and bone forming osteoblasts or their precursors are unlikely to be an exception. We have shown that at least 6 myosin subtypes are highly expressed in osteogenic cells and osteoblastic stromal cells. Reduction of myosin expression in skeletal muscle after OVX has been reported [24], and interestingly, during osteoclastogenesis, myosin IIA may be temporarily suppressed [25]. Moreover, recent studies have suggested that myosin may play a role in driving a cell to remodel, and eventually influence stromal cells to differentiate into tissue-specific cells [26]. We have found evidence that myosin expression in osteogenic cells and mesenchymal stromal cells may be associated with maintaining Runx2 expression and shuttling this well known essential osteoblast differentiation transcription factor between cell cytoplasm and nucleus. Runx2 has been shown to establish and maintain cell identity and convey phenotypic information through successive cell division or exit in progeny cells [27], and it is required for osteoblast differentiation [28]. The phenomenon of Runx2 shuttling between the cytoplasm and the nucleus has been reported and may depend on microtubules in cancer cells [29]. Our data in osteogenic cells indicated an association of myosin with Runx2. Treatment of osteogenic cells with serum from OVX control diet rats decreased both myosin and Runx2 complex, but treatment with serum from BB-fed rats increased this complex. To maintain this complex at the appropriate functional level may be particularly important, because significantly reduced expression of Runx2 level will not only suppress osteoblast differentiation, but also result in a cell entering the senescent stage. This is consistent with previous published evidence showing that Runx2 interacts with histone deacetylase 6 to repress the p21 gene, known as a downstream effecter of p53 that is associated with cell senescence [30] Moreover, it has been shown that myosin VI DNA damage is p53-dependent [31]. Consuming BB early in life contributes to development or maintenance of the myosin-dependent Runx2 shuttle, and this may also be important to preserve the ability of mesenchymal stromal cells to differentiate into functional osteoblasts later in life under inappropriate stress. However, the mechanistic associations among specific subtypes of myosin, Runx2 and p53 in osteoblastic cells need to be further elucidated.

In conclusion, we have reported that ovariectomy triggers acute bone loss and osteoblastic cell senescence in association with decreased expression of myofibril genes. Consuming a BB diet for just a short period in prepubertal life or continuous consumption starting a weaning both prevented OVX-induced bone loss and osteoblastic cell senescence in adult female rats. We have demonstrated that early exposure of osteoblastic cells or mesenchymal stromal cells to dietary BB maintains long-term cytoskeletal stability by regulation of myosin and Runx2 genes. These results show a significant prevention of OVX-induced bone loss by early life dietary BB, and further provide insight into molecular events of mesenchymal stromal cell senescence and osteoblast differentiation associated with OVX.

## Materials and Methods

### Animals and Diets

Time-impregnated female Sprague-Dawley rats (n = 6) (Harlan Industries, Indianapolis, IN) gestational day 4 were individually housed in an Association for Assessment and Accreditation of Laboratory Animal Care-approved animal facility at the Arkansas Children's Hospital Research Institute with constant humidity and lights on from 06:00-18:00 hrs at 22°C. All animal procedures were approved by the Institutional Animal Care and Use Committee at University of Arkansas for Medical Sciences (UAMS). The approval ID for this study is 2473. Pregnant rats were fed AIN-93G diets [32]. Litters from these dams were culled to 5 male and 5 female pups. Pups at post-natal day 20 (PND20) were randomly assigned (10 per group) to AIN-93G diets with or without blueberry (BB) supplementation until PND34 as the short-term BB group, and BB diet from PND20 throughout life as the long-term BB group. Each group of animals and their detailed diets, surgery and age are presented in Supplemental Figure 1. Freeze-dried whole BB (Vaccinium angustifolium) powder (Hi-Actives Wild Blueberry) was kindly provided by VDF/FutureCeuticals, Momence, IL. AIN-93G supplemented with 10% freeze-dried BB powder (10%BB) was made by Harlan Teklad (Madison, WI). To eliminate caloric density as a confounding variable, all diets were formulated to be isocaloric and isonitrogenous. The diets contained the National Research Council nutrient recommendations and the same calcium and phosphorus levels [33]. Animals were weighed every other day.

### Bone peripheral quantitative computerized tomography (pQCT) and histomorphometry

At sacrifice the right rear tibia was removed and frozen in liquid nitrogen. pQCT scans were performed on individual tibial bones from each rat using a STRATEC XCT 960M unit (XCT Research SA, Norland Medical Systems, Fort Atkins, WI) with software version 5.4. The detail of pQCT scanning was described previously [34]. Several key points were briefly summarized below. The position for pQCT scanning was defined at a distance from the proximal tibia growth plate. All analyses were conducted in a blinded fashion. Five consecutive slices separated by 1 mm (1 through 5, 1 being most distal) were scanned for each tibia beginning immediately below the tibial growth plate. Data from slice 2 and 3 were combined and presented in Figure 1. A threshold of 470 mg/cm^3^ was used to distinguish cortical bone, and 107 mg/cm^3^ was used to distinguish cancellous bone through the experiment. Tibial bone mineral density (BMD) was separated into total and trabecular and cortical compartments and bone mineral content (BMC) were automatically calculated and color images were generated. At sacrifice, calcein-labeled, left rear tibial bones were removed and fixed, sequential dehydration was carried out using different concentrations of alcohol. Proximal tibial bone samples were embedded, cut and von Kossa, tetrachrome and Masson stained by Histology Special Procedures. For histomorphometric analysis, sections were read in a blinded fashion. Parameters of cancellous and cortical bones in the proximal tibia and tibial shaft were measured with a digitizing morphometry system, which consists of an epifluorescent microscope (model BH-2, Olympus), a color video camera, and a digitizing pad (Numonics 2206) coupled to a computer (Sony) and a morphometry program OsteoMetrics (OsteoMetrics, Inc.). Total bone area, total bone surface, osteoid surface, osteoblast surface, osteoclast surface, eroded surface, osteoid area, and single- and double-labeled perimeters were obtained by manual tracing.

### Measurement of serum bone turnover markers

The serum bone formation markers bone-specific alkaline phosphatase (ALP), osteocalcin and IGF1 were measured using enzyme immunoassay kits from Quidel Corporation (San Diego, CA). Based on data provided by manufacture, intra- and inter-assay coefficients and sensitivity of the assay are 5.3%, 7.3% and 0.78 U/L for ALP, 5.0%, 5.5% and 50.0 ng/mL for osteocalcin, 4.3%, 8.3% and 0.026 ng/ml for IGF1, respectively. The serum bone resorption marker RatLaps ELISA kit was purchased from Nordic Bioscience Diagnostics A/S (Herlev, Denmark). According to the manufacturer's recommendation, 50 µl of serum from each sample was used and the absorbance at 450 nm with subtraction at 650 nm was measured. Intra- and inter-assay coefficients and sensitivity of the assay are 5.6%, 10.5% and 2.0 ng/mL.

### Microarray and Real-Time Reverse Transcription-Polymerase Chain Reaction

Right tibial bone total RNA and *in vitro* cultured cell RNA were extracted using TRI Reagent (MRC Inc., Cincinnati, OH) according to the manufacturer's recommendations followed by DNase digestion and column cleanup using QIAGEN mini columns. Three microarrays (GeneChip Rat 230 2.0; Affymetrix, Santa Clara, CA) were used for each group either samples from *in vivo* or *in vitro*. Pools of equal amounts of RNA from two to three rats were used for analyses per microarray, representing at least eight rats per group over the three microarrays. cRNA synthesis, labeling, hybridization, and scanning were carried out using the manufacturer's instructions and described previously in our lab [35]. Microarray data analyses were carried out using GeneSpring version 7.3X software (Agilent Technologies, Santa Clara, CA) [35]. The CEL files containing probe level intensities were processed using the robust multiarray analysis algorithm for background adjustment, normalization, and log2 transformation of perfect match values [35]. Subsequently, the data were subjected to normalization by setting measurements less than 0.01 to 0.01 and by per-chip and per-gene normalization using GeneSpring. The normalized data were used to generate a list of differentially expressed genes among different diets with and without BB. Reverse transcription was carried out using an iScript cDNA synthesis kit from Bio-Rad (Hercules, CA). Real-time RT-PCR was carried out using SYBR Green and an ABI 7000 sequence detection system (Applied Biosystems, Foster City, CA). Primers for all genes used in this report were designed using Primer Express software 2.0.0 (Applied Biosystems) and listed in a Table S1. All data is MIAME compliant and that the raw data has been deposited in a MIAME compliant database (E.g. ArrayExpress, GEO), as detailed on the MGED Society website http://www.mged.org/Workgroups/MIAME/miame.html with GSE30081.

### In vitro cell cultures and osteoblast differentiation assay

Neonatal rat calvarial osteoblastic cells were isolated from control rat 4 days old pups by sequential collagenase digestion using a method described previously [36]. Rat fetal calvarial osteoblastic cells and the mouse origin bone marrow mesenchymal stromal cell line ST2 were cultured in α-MEM supplemented with 10% FBS. Cells were seeded in six-well cell culture plates at a density of 1.5×10^6^ cells per well. Cell cultures were maintained in the presence of minimal essential medium (Invitrogen, Calsbad, CA) with 15% fetal bovine serum (FBS) (Hyclone Laboratories, Logan, UT) and 1 mM ascorbyl-2-phosphate (Sigma-Aldrich, St. Louis, MO), 4 Mm L-glutamine, and 100 U/ml each of penicillin and streptomycin (Sigma-Aldrich) as osteogenic medium. Cell cultures were stopped at indicated time points and were fixed and stained with alkaline phosphatase (ALP) and RNA and protein assays.

### Senescence-associated beta-galactosidase activity and staining

Senescence-associated beta-galactosidase activity assay was performed by beta-galactosidase enzyme assay kit (Promega) measured the absorbance at 420 nm according to manufacture's instruction. Bone section and cell beta-galactosidase staining were also performed according to a method published previously [36] Senescent cells were identified as blue-stained cells by standard light microscopy.

### Transient transfection and shRNA

ShRNA myosin (sc-149741-SH) was purchased from Santa Cruz (Santa Cruz BioTechnology, Inc, www.scbt.com), and transfection of shRNA myosin into ST2 cells were carried out using Amaxa cell line nucleofector kit (Amaxa Biosystems, www.lonza.com).

### Western blotting and immunoprecipitation

Right tibial bone tissue proteins for Western immunoblot analysis were extracted using cell lysis buffer as described previously [36]. Western blot and immunoprecipitation analyses were performed using standard protocols. Primary and secondary antibodies for myosin, beta-actin, Runx2, were purchased from Santa Cruz Biotechnology and Cell Signaling. Blots were developed using chemiluminescence (PIERCE Biotechnology) according to the manufacture's recommendations. Quantification of the intensity of the bands in the autoradiograms was performed using a VersaDoc™ imaging system (Bio-Rad).

### Data and statistical analyses

Data were expressed as means ± SEM. One way analysis of variance (ANOVA) was utilized followed by student Newman-Keuls post hoc analyses for multiple pair-wise comparisons between treatment groups. Values were considered statistically significant at p<0.05.

## Supporting Information

Figure S1 **Experimental design.** (A), Diagramed experimental design, including age, diet duration, diet switch and ovariectomy surgery time. (B). Body weight information. Experimental animals were weighed every other day.
(TIF) Click here for additional data file.

Figure S2 **Triple staining of immune-staining for myosin and Runx2 and SABG activity staining in long bone sections from four different diet groups 3 weeks after OVX.** Pictures are showing typical bone surface area from sagittal section under 10 x magnifications, Green stains for myosin, red stains for Runx2 and blue stains for SABG and DAPI staining for nucleus. White arrows indicate a osteoblastic cell on bone surface. OVX, Ovariectomy; Sham, Sham operated. LTBB OVX, long term blueberry supplemented diet throughout experiment and ovariectomy. STBB OVX, short term blueberry diet for 14 days from weaning postnatal date 20 to PND 34, then switch to control diet and ovariectomy.
(TIF) Click here for additional data file.

Figure S3 **Real-time PCR analysis for Myh2, 4, 7 (myosin 2, 4, 7) and ALP mRNA expression in isolated control neonatal rat calvarial cells after cells were treated with control vehicle, 2% diet animal serum from casein control (Cas) and blueberry (BB) for 24 h and 48 h.** Data are expressed as mean ± SEM (triplicates). Means with different letters differ significantly from each other at p<0.05, a<b<c.
(TIF) Click here for additional data file.

Figure S4 **Original housekeeping gene normalized microarray data.** 1.5 fold up- or down-regulated genes are presented.
(TIF) Click here for additional data file.

Figure S5 **Serum from BB diet animals prevents OVX-induced osteoblastic cell senescence.** (A), After ST2 cells treated one time with 2% of PBS (control), serum from three weeks of sham operated (Sham), OVX and long term BB plus OVX (BB-OVX) rats for 3d, cell cultures were switched to a regular medium until to last passage 9 (p9). Total cell numbers were counted at each passage time. (B), Proteins were isolated from passage 9 cells, and senescence associated beta-galactosidase activity was measured. (C), RNA were isolated from passage 9 cells, and mRNA expressions of ALP, Runx2 and myosin4, 7 (Myh4,7) were carried out by real-time PCR.
(TIF) Click here for additional data file.

Figure S6 ***In vitro*** **cell culture model.** (A), *in vitro* cell culture experimental design. (B), After calvarial cells treated one time with 2% of PBS (control), serum from three weeks of sham operated (Sham), OVX and long term BB plus OVX (BB-OVX) rats for 3d, cell cultures were switched to a regular medium until to last passage 9 (p9). Total cell numbers were counted at each passage time.
(TIF) Click here for additional data file.

Table S1 **Real-time PCR primer sequences.**
(DOC) Click here for additional data file.

# Supplementary material for: Feeding Blueberry Diets in Early Life Prevent Senescence of Osteoblasts and Bone Loss in Ovariectomized Adult Female Rats
**Source:** PLoS One. 2011 Sep 2;6(9):e24486. doi: 10.1371/journal.pone.0024486
**Supplement:** Table S1 — Real-time PCR primer sequences.

Table S1. Real-time PCR primer sequences

| Gene | | Forward primer | Reverse primer |
| --- | --- | --- | --- |
| Rat |  |  |  |
|  | ALP | TGAATCGGAACAACCTGACTGA | TTCCACTAGCAAGAAGAAGCCTTT |
|  | Runx2 | CCGTGGCCTTCAAGGTTGTA | ATTTCGTAGCTCGGCAGAGTAGTT |
|  | osteocalcin | AAGCCCAGCGACTCTGAGTCT | GCTCCAAGTCCATTGTTGAGGTA |
|  | myh1 | CATGAACCCTCCCAAGTACGA | AGGCTGCGTAACGCTCTTTG |
|  | myh2 | CGAATCGAGGCCCAGAATAG | GCGTCTTTGCTCTGAATGGTT |
|  | myh3 | GCTCAGAACCAGCCCTTTGA | ACTTTCCCATCCTGGCTACTCTT |
|  | myh4 | ATCAGTGTTTGTGGTGGATGCTAA | CAGTAGCTCCACCTTCGGTCTT |
|  | myh6 | ACCACCTGGGCAAGTCCAA | GTAGTCCACGGTGCCAGCAT |
|  | myh7 | GAGTATGTCACCAAAGGGCAGAAT | GCGTGTCACCATCCAGTTGA |
|  | Cyclophilin | AGCATACAGGTCGCATCT T | GCCATCGAGCCACTCAGTCT |
|  |  |  |  |
| Mouse |  |  |  |
|  | ALP | CCAATGTAGCCAAGAATGTCATCA | GCCCGGTGTGGTGTAGCT |
|  | Runx2 | CGGTCTCCTTCCAGGATGGT | GCTTCCGTCAGCGTCAACA |
|  | myh1 | CCTAGCCAAAGCCGTCTATGA | CCAAGACCCCGATGAAGTACTG |
|  | myh2 | CTGTATGAGGAGCATCTTGGAAA | GTGCCCGCATAGTGGATGA |
|  | myh3 | TCCGACAACGCCTACCAGTT | TGACCCGCTTGGTGTTCAC |
|  | myh4 | TCTCCATGAACCCTCCCAAGT | TGCATAACGCTCTTTGAGGTTGT |
|  | myh6 | GCTGACAGATCGGGAGAATCAG | TGCAATGCTGGCAAAGTACTG |
|  | myh7 | AGATGTTCAACTGGATGGTGACA | GAGATCTCAAAGCCGGCAAT |
|  | Cyclophilin | AAG GTG GAG AGC ACC AAG ACA | GCA ATG GCG AAG GGT TTC T |

Primers for all genes used in this report were designed using Primer Express software 2.0.0 (Applied Biosystems).

How the deposited data were processed for this re-analysis (not part of the article)

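Affymetrix rat genome arrays were measured for long bone of sham-operated, OVX, LTBB OVX and STBB OVX rats, with 3 arrays per group and RNA pooled from 2 to 3 rats per array. The sample labels give the tissue as femur and the methods as right tibia. Arrays and groups were matched through the labels and the legend of Fig. 3.

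The authors deposited log2 values. According to the methods they were made by robust multiarray analysis, brought into GeneSpring, where the smallest measurements were set to a floor, and normalized per array and per probe set. The submitters' processing notes name GCOS and RMA, and the versions are not given in the sources used here. The log base follows from the methods, and a base of 10 is excluded by the range of 9.79 within a single probe set. In the table each probe set has a median of 0 over the 12 arrays, so its level is lost.

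Of 31099 probe sets 57 controls were left out and 31042 were tested, with no filter on dim probe sets. GEO's platform annotation names 1 gene symbol for 20826 probe sets, several for 436 and none for 9780; 20758 symbols were brought up to date by gene ID through a table of RefSeq genes of the assembly GRCr8, used for names alone. No gene was named from a probe set with several symbols. This gave 14217 genes, 4525 of them with several probe sets. Runx2, Ppia, Myl6b, Mylpf and Matn3 were not analysed here, since no probe set was named for them.

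Probe sets and genes were tested with limma 3.58.1 in R 4.3.3: a fit of 4 group means over all 12 arrays, 6 contrasts and the F-test, with moderated variances and Benjamini-Hochberg adjustment at 0.05. Values written as log2 fold changes have the moderated standard error (SE) beside them. Intervals are at 95%. Probe sets that passed in both of 2 contrasts sharing the OVX arrays were set beside 20 simulations of diets with no effect.

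The groups, contrasts, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The rule took every gene that the paper names in its text, Table S1 or the labels of Fig. 3A and 3B (values in those pictures had been seen), the 10 genes with the largest rise and the 10 with the largest fall in each comparison among those past the threshold without overlap between pools, and up to 4 members of each list with the largest changes. It took as a gene's value its brightest probe set, which cannot be found in centred values. The mean over the gene's probe sets, set as an alternative at the start, was used in its place, and 1 probe set per gene by its ID was added as an alternative after seeing the data. Genes outside the rule are named with a remark that their values had been seen.

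The 33 lists cover the sarcomere, muscle energy metabolism, muscle excitation, fast and slow fibres, non-muscle actomyosin, smooth muscle, collagen synthesis, matrix proteases, cartilage, osteoblasts, osteocytes, osteoclasts, adipocytes, erythroid cells, neutrophils, B cells, T and NK cells, macrophages, megakaryocytes, endothelium, marrow stroma, tendon, nerve, senescence, proliferation, oxidative phosphorylation, steroid and IGF signalling, Wnt and BMP signalling, antioxidant genes, interferon response, early stress response and housekeeping genes. Each was tested with camera, limma's test of a list against all other genes, at a preset correlation of 0.01 between genes and with the correlation estimated from the arrays, adjusted over the 33 lists of a comparison. The score of a list is the mean centred value of its genes in an array and was compared by exact two-sided permutation of the pools.

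The share of the OVX fall prevented, the paper's word, which leaves the cause open here, was taken on linear values. It is the difference between the BB and OVX means over that between the sham and OVX means. It is given in percent with the SD over the pools of the BB group.

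The fit was tested on simulated data of 31042 probe sets, of which 200 were changed. Between OVX and sham it recovered 92% of the changes of log2 1 and 100% of those of log2 2, between LTBB OVX and OVX 96% and 100%, and between STBB OVX and OVX 93% and 100%. The simulated spread is that of all probe sets, and muscle genes vary more between pools.

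The number of arrays limits the precision. Residual standard deviations were 0.198 in sham, 0.145 in OVX, 0.149 in LTBB OVX and 0.136 in STBB OVX. Each array was left out in turn, the arrays were scaled or quantile normalized again, weighted, or fitted by pairs of groups, and thresholds, the replicate block and a muscle index were varied. RT-PCR, Western blots, histology and cell cultures of the paper were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.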

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

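The correlation of muscle scores within groups and the comparison of BB pools with OVX pools were chosen only after the result was seen, as were the reading of the count after quantile normalization and its values without single arrays; the other tests here were set earlier.

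The fall of sarcomere transcripts in OVX against sham (median -5.29) was weighed against a smaller share of muscle, non-muscle myosin in bone cells and the normalization. The median of the non-muscle actomyosin list was 0.00488, with members from -1.32 to 1.94, which argues against a general fall of the genes of that list as the source. The list does not hold Myh2, Myh4 or Myh7, which the paper reports to be expressed in osteogenic cells. It therefore cannot decide whether bone cells contribute to the fall of these genes. Scaling on other probe sets left the sarcomere median at -5.24 or lower. These scalings shift an array by a single offset. Array medians were -0.013 to 0.0089 and housekeeping means -0.069 to 0.144, too small to move that median far. Such scalings therefore cannot decide the part of normalization. Quantile normalization again left the sarcomere median at -3.07, which argues against the normalization of the arrays as the whole cause. The 33 muscle genes outside the sarcomere had a median of -3.90 (-4.13 to -3.74 when single arrays were left out), as a smaller share of skeletal muscle in the OVX samples would give. This is consistent with less muscle tissue on the OVX bones, and a loss of muscle fibre genes by another route was not tested.

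The sham arrays differed from all arrays of OVX rats, a difference that surgery, handling and tissue sampling share in this design. A different mix of tissues was tested on marker lists not used before: 18 of 18 measured erythroid genes fell (median -2.14), 26 of 28 muscle genes fell and 1 rose (median -3.06), and 10 of 16 cartilage genes rose with none lower (median 0.60), short of the value of 1 set for cartilage and above the bound set against the explanation. After quantile normalization 4097 probe sets passed (1846 to 4424 without single arrays), fewer than the 7727.5 set earlier as the mark of the normalization of the arrays as a cause, against 14881 to 15459 under 3 scalings by an offset; the mark was set aside after the value was seen, since quantile normalization gives every array the same spread and the sham arrays have an array SD of 0.781 to 0.824 against 0.136 to 0.194 for the others. The probe sets still called argue against the normalization of the arrays as the whole cause, but its part in their number and a different mix of tissues cannot be told apart from an effect of OVX here. Effects of OVX on bone and marrow are the biological explanation that the design names, and they stay open.

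Muscle transcripts lay higher in several BB pools than in the OVX pools. Over the 9 arrays of OVX rats, deviations of the sarcomere score and of the score of other muscle genes from their group means correlated at r = 0.972 (exact permutation within groups, p = 0.0139; rho = 0.933, p = 0.00926; 1 relation computed; r = 0.870 over 7 arrays without LTBB OVX pools 3 and 2), as the amount of muscle tissue in single pools would give. Any cause shared by muscle transcripts would give this too. The correlation is within groups and cannot decide what sets the BB groups apart from OVX. For the blueberry diets, the 6 BB pools had a sarcomere score 1.01 above the 3 OVX pools (exact permutation p = 0.131), with 3 of 3 STBB OVX and 1 of 3 LTBB OVX pools above every OVX pool. An effect of the diets cannot be told apart from muscle content with these pools, and a difference in muscle content may itself come from the diets or from dissection.

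Other lists that the paper does not discuss differed between OVX and sham by the preset camera test and not with an estimated correlation. Erythroid (-2.76), neutrophil (-2.43), megakaryocyte (-2.41) and B cell (-0.71; not called after quantile normalization) genes had medians below 0, with adjusted p = 0.137, 0.172, 0.224 and 0.350 with an estimated correlation. Genes of proliferation (-1.39), oxidative phosphorylation (-0.73) and antioxidant defence (-0.64) were lower too, with 0.172, 0.310 and 0.130; with the muscle index as covariate oxidative phosphorylation was at -0.017 and not called. Endothelial genes (0.95) and genes of marrow stroma (1.00) were higher, with 0.0956 and 0.154.

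Other splits of the samples were counted for each comparison. OVX against sham gave 15455 changed probe sets, LTBB OVX against sham 15295 and STBB OVX against sham 15280, in each case the highest of 10 splits, with 0 as the highest other value (1 of 10). The comparisons among OVX rats gave 0, as did all 10 splits for each BB diet against OVX; between the BB diets the highest other split gave 3 (10 of 10 at least as high as the real one). The 10 splits are too few for a share under 0.05. For the F-test over 4 groups 4 of 100 splits reached the real 14450, and the highest other gave 14614. The drawn splits that kept all 3 sham arrays together gave 14298 to 14614 and all others 0 or 1, so this count follows the sham arrays and says nothing of differences among the OVX rats.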

How the results depend on the processing

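The alternatives of 1 probe set per gene, of the arrays of OVX rats alone and of probe sets with 1 gene symbol, the shares per probe set, and the muscle index as covariate for single genes, were chosen only after seeing the data; the others were set earlier. Not run were the filter on dim probe sets, the intensity trend and the background subtractions, which need levels that centred values do not hold. The lists gave no value with a fold of at least 1.5 or unmoderated variance. Causes were not tested where none is given. With no levels, signal over background sets no limit that can be read here.

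Quantile normalization again gave 4097 changed probe sets for OVX, 4563 for LTBB OVX and 4249 for STBB OVX against sham and 3750 in the F-test. A fold of at least 1.5, a stricter threshold by construction, gave 8373, 8330, 8389 and 9154, and the muscle index as covariate, which the sham arrays share, 3666, 4353, 6375 and 5277. Only the 2 groups compared gave 56 for STBB OVX against OVX, and 55 of them lower in OVX than in sham. Without single arrays this count was 0 to 9 (9 without LTBB OVX pool 3, 1 without STBB OVX pool 1), that of probe sets also lower in OVX than sham 0 to 9, and that between the BB diets 0 to 13 (13 and 1). All other counts at the adjusted threshold stayed within 1.5 times. At an unadjusted p under 0.05 the 884, 922 and 1018 of LTBB OVX and STBB OVX against OVX and between the diets became 2139, 2159 and 2663 with quantile normalization and 2354, 2262 and 1938 with array weights. Those of LTBB OVX became 1907 without OVX pool 2 and those between the diets 1733 with only the 2 groups compared and 1558 with the covariate. The arrays of OVX rats alone gave 1306, 1390 and 1508.

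An estimated correlation ended the camera calls of the sarcomere list (medians -5.29, -4.84 and -3.06 for OVX, LTBB OVX and STBB OVX against sham, 0.49 and 1.24 for LTBB OVX and STBB OVX against OVX, 0.64 between the diets), of the cartilage list (3.20, 3.06 and 3.37; -0.091 and 0.28; 0.49), of the osteoblast list against sham (2.30, 2.31 and 2.32) and of the protease list between the diets (0.040). The protease call between the diets also ended with quantile normalization (0.066), only the 2 groups compared (0.040), array weights (0.046), adjusted p under 0.01 (0.040), the covariate (0.037), 1 probe set per gene (0.038) and the arrays of OVX rats alone (0.040). The cartilage call of LTBB OVX against OVX ended with the housekeeping scaling (-0.12), array weights (-0.10), adjusted p under 0.01 (-0.091) and the covariate (-0.076). Quantile normalization called the collagen list in STBB OVX against OVX (0.041), and the covariate the osteoblast list there (0.13) and, with its sign turned, between the diets (0.10).

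Without single arrays (named where a call changed) the medians were -0.052 to 0.86 for the sarcomere list in LTBB OVX against OVX (its sign turned without LTBB OVX pool 3), -0.18 to -0.028 for cartilage there (lost without OVX pool 1 or 3 or LTBB OVX pool 1 or 3), 0.0016 to 0.026 for collagen and -0.0021 to 0.028 for osteoblasts in STBB OVX against OVX (both called without STBB OVX pool 3, collagen also without sham pool 2), and -0.00077 to 0.071 for proteases between the diets (its sign turned without STBB OVX pool 3, lost without sham pool 3, LTBB OVX pool 1 or STBB OVX pool 1; 0.065 and 0.0030 without LTBB OVX pool 2 and 3). Cartilage between the diets was 0.24 without STBB OVX pool 1. Of 3756 values of the other 28 lists, 77 lost a call, 54 gained one and 11 turned. Those that turned were, without LTBB OVX pool 3, fast fibres (-0.27) and muscle metabolism (-0.14) in LTBB OVX against OVX, there too erythroid genes without OVX pool 1 (-0.017), Wnt and BMP genes in STBB OVX against OVX with housekeeping scaling (-0.00050), and with the covariate B cell (0.017), proliferation (0.053), non-muscle (0.11) and oxidative phosphorylation (-0.17) genes there and erythroid (0.012), proliferation (0.017) and oxidative phosphorylation (-0.17) genes between the diets. All other calls of the 5 lists above held under all the alternatives run for them; values that passed in no setting were not counted when they changed sign.

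On the log2 scale the shares prevented were 19.8% and 64.0% for Myh4 and 16.5% and 19.3% for Myh7 (LTBB OVX and STBB OVX), and 21.9% and 27.6% for the probe set of Myh7 with the larger fall, 4.15% and 0.26% for the other. On the linear scale quantile normalization gave 36.5%, 87.6%, 29.8% and 28.5%. Without single arrays the linear shares of Myh4 were -0.73% to 9.68% and 13.1% to 27.1%.

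Of 19740 values of the 140 genes named, 19301 kept direction and side of the threshold, 381 lost a call, 49 gained one and 9 turned. The muscle index as covariate is counted apart, since it is built from muscle genes and differs between sham and the other groups: of 840 values 149 lost a call and 52 turned. Of those that turned, 31 are in the muscle lists (0.26 to 6.94, 8 of them called) and 21 outside (-0.81 to 0.87, 0 called). With 1 probe set per gene Timp3 turned to 0.25, 0.059 and 0.18 and Myh11 to 0.12, 0.064 and 0.033 in OVX, LTBB OVX and STBB OVX against sham, since their probe sets differ in sign. With quantile normalization Fmod turned to -0.055 in LTBB OVX against sham, and Timp3 to 0.084 and Wnt16 to 0.33 in STBB OVX against sham.

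Pools share only a number: deviations of the 18 pairs of same-numbered pools correlated at a median r of 0.0091 (-0.279 to 0.158, 2 over 0.1), against -0.0069 for 36 other pairs, so pairing has no basis here. With the replicate block, 15077, 14958 and 14948 probe sets changed against sham, 13911 in the F-test and 0 in either BB group against OVX (798 and 859 at an unadjusted p under 0.05).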

Differences from the paper's values

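A value is taken to differ from the paper's when it is over 1.5 times away and farther than the SD over pools, for a fold the larger log2 SD of the sham and OVX pools. The paper states a fold of 400 for the fall of myosin 4 and of myosin 7 after OVX; the values here were 83.3 for Myh4 and 74.4 for Myh7. For Myh4, 14 of 16 alternatives set before the data were examined differ from the paper's value, while 111 without sham replicate 2 and 181 without OVX replicate 2, both below the paper's, do not by this rule, since the log2 SD is 1.96. For Myh7, 17 of 18 differ, and the probe set with the larger fall alone, at 407, does not. Among these alternatives, those without an LTBB OVX or STBB OVX array returned 83.3 and 74.4. Such arrays do not enter these folds, so these alternatives say nothing of the difference.

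The paper states that the BB diet prevented more than 75% of this reduction, without naming the diet or the scale of the share. Here the share on the linear scale was 5.91% in LTBB OVX and 16.5% in STBB OVX for Myh4, and 2.60% and 2.56% for Myh7. For Myh4 in LTBB OVX 16 of 17 alternatives differ from the paper's 75, and quantile normalization again, at 36.5%, does not by the replicate spread. For Myh4 in STBB OVX 15 of 17 differ, while the log2 scale (64.0%), which is below the paper's value by less than 1.5 times, and quantile normalization again (87.6%) do not by this rule. For Myh7 in LTBB OVX 16 of 17 differ and quantile normalization again (29.8%) does not, and for Myh7 in STBB OVX all 17 differ. None of these alternatives takes the fold relative to sham, in which Fig. 3 presents its results. They cannot decide whether the paper's share holds on that scale, where each share would be larger than on the log2 scale. The mean log2 values of Myh4 were 2.49 in sham, -3.89 in OVX, -2.63 in LTBB OVX and 0.19 in STBB OVX. For the Myh7 probe set with the larger fall they were 6.88, -1.79, 0.11 and 0.60. As folds relative to sham, these means put the share above 75% in STBB OVX for Myh4 and this probe set. In LTBB OVX they put it below 75%, as does Myh7 averaged over its probe sets for both diets. No spread was computed on this scale. The differences counted here hold for the linear and log2 scales alone. Arrays of the other BB group do not enter a share, so leaving them out could not change it.

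The paper lists myosin 1 and 6 among the subtypes that were profoundly lower in OVX. Here Myh1 had a log2 fold change of -0.26 and did not pass, with 1 of its 5 probe sets lower (-1.10), which is also the probe set taken under 1 probe set per gene, a setting added after seeing the data. Myh6 passed at -0.22. Myh2, Myh3, Myh4 and Myh7 were lower here too. For ALP the paper reports unchanged expression by RT-PCR in OVX against sham, whereas Alpl was higher in OVX on the arrays. The source of this difference was not tested.

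The paper states that the BB diets inhibited the fall of myosin-related genes. Here 0 probe sets passed limma in either BB group against OVX (884 and 922 at an unadjusted p under 0.05; 2139 and 2159 with quantile normalization again, 2354 and 2262 with array weights, and 1907 for LTBB OVX without OVX replicate 2). Of 29 measured genes of Fig. 3A, 29 lay above OVX in LTBB OVX (median 0.63) and 29 in STBB OVX (median 1.51), and none passed over all genes. Settings that call differences in STBB OVX are a fit of the OVX and STBB OVX arrays alone (56 probe sets), the fit without LTBB OVX replicate 3 (9) or without STBB OVX replicate 1 (1), adjustment over the sarcomere list alone (22 of 36 genes) and camera with the preset correlation, which calls the sarcomere list in both BB groups (adjusted p = 0.837 in LTBB OVX and 0.0852 in STBB OVX with an estimated correlation; not called in LTBB OVX without LTBB OVX replicate 3, at -0.052).

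The paper states that BB raised genes of collagen synthesis above the OVX controls. Here 0 of 35 passed limma in either BB group, and 25 of 32 genes of Fig. 3B lay above OVX in STBB OVX and 15 of 32 in LTBB OVX. The collagen list passed camera in STBB OVX after quantile normalization again, without sham replicate 2 and without STBB OVX replicate 3.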

Other observations

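No test in this part was chosen only after the result was seen, apart from 1 probe set per gene and, for single genes, the muscle index as covariate. Genes named below as the few members of a list that rose or fell, where the count is 5 or less, were chosen after their values were seen.

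Blood-forming cells and cell division had lower transcripts in OVX than in sham-operated bone. All 30 proliferation genes fell by limma, among them Mki67, a nuclear protein of dividing cells (-2.12 (SE 0.11, adjusted p = 3.1e-09)), and Tyms, the thymidylate synthase (-2.39 (SE 0.11)), n = 3 pools per group. Of 8 megakaryocyte genes 7 fell, such as the platelet integrin Itga2b (-2.48 (SE 0.17)), and of 10 B cell genes 7 fell, such as Bank1 (-1.25 (SE 0.11)). Erythroid and neutrophil genes fell in the same arrays, with Epb42, a red cell membrane protein, at -3.75 (SE 0.16) and the neutrophil peptide Camp at -3.69 (SE 0.14). All 28 genes of oxidative phosphorylation fell, with Cox5a at -1.43 (SE 0.12); with the muscle index as covariate the median of this list was -0.017 and its call ended (camera adjusted p = 0.854). Of 17 antioxidant genes 10 fell (11 when adjusted over the list alone), with Gclm, which limits glutathione synthesis, at -2.82 (SE 0.16), while Gpx3, the plasma glutathione peroxidase, rose by 2.40 (SE 0.092).

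Vessel and stroma genes were higher. Of 15 endothelial genes 13 rose, among them Emcn (2.01 (SE 0.075)) and Plvap (1.67 (SE 0.074)), and Vwf, which platelets also carry, fell (-1.02 (SE 0.10)). Of 12 genes of marrow stroma 9 rose, such as Pdgfra (1.80 (SE 0.073)). Counts adjusted over each list alone were the same except where given.

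The paper reports senescence-associated beta-galactosidase activity in bone of these groups (Fig. 4A and 4B), which was not analysed here. In whole bone, 11 of 24 senescence genes rose and 7 fell in OVX against sham (median 0.17; camera adjusted p = 0.184; adjusted p = 0.224 with an estimated correlation). Cdkn1a, which encodes p21, rose by 1.31 (SE 0.10, adjusted p = 7.6e-08) and Cdkn2a, which encodes p16, by 2.13 (SE 0.13, adjusted p = 1.2e-08). Against OVX, Cdkn1a had -0.035 (95% confidence interval -0.24 to 0.17) in LTBB OVX and 0.028 (95% confidence interval -0.18 to 0.23) in STBB OVX, and the list had medians of -0.040 and -0.023. Hdac6 had -0.14 (SE 0.10, adjusted p = 0.253) in OVX against sham; without sham pool 3 it was -0.23 (adjusted p = 0.048).

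In other lists members went both ways in OVX against sham. Of 18 adipocyte genes 8 fell, with Cd36 at -3.28 (SE 0.14), and Cfd (1.45 (SE 0.23)), Acly (0.75 (SE 0.076)), Fasn (0.54 (SE 0.089)) and Pparg (0.47 (SE 0.13)) rose (median -0.20). Of 13 macrophage genes 6 rose, with Csf1r at 2.82 (SE 0.13), and Cd163 (-2.40 (SE 0.11)), Lyz2 (-1.11 (SE 0.12)), Itgam (-0.85 (SE 0.15)) and Fcgr1a (-0.67 (SE 0.087)) fell (median 0.32). Of 16 T and NK cell genes Cd2, Cd4, Ccl5 and Zap70 rose, by 0.56, 0.53, 0.46 and 0.23, and Nkg7, Cd5, Cd3d and Cd247 changed by -2.47, -0.87, -0.75 and -0.32 (median -0.12).

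Of 14 genes of steroid and IGF signalling Igf1 (1.55), Igfbp3 (1.81), Igfbp4 (1.20), Igfbp5 (0.77) and Vdr (0.89) rose, and Igfbp6 (-2.63), Igfbp2 (-1.70) and Igf1r (-0.35) fell (median -0.043). Of 12 interferon response genes Ifi27 rose (1.00) and Rsad2 (-3.53), Ifit1 (-1.33), Irf7 (-1.32) and Ifit3 (-0.56) fell (median -0.10). Of 16 early stress genes 7 fell, with Hspa1a at -1.73, and Egr2 (0.81), Egr1 (0.58) and Junb (0.45) rose (median -0.083; 4 rose when adjusted over the list alone).

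Of 6 tendon genes Tnc (2.81), Thbs4 (1.35) and Fmod (0.69) rose and Tnmd (-2.53), Cilp2 (-2.17) and Scx (-0.40) fell (median 0.14). Of 6 nerve genes S100b (1.97), Pmp22 (0.59) and Prx (0.42) rose and Mbp (-0.80) and Gap43 (-0.57) fell (median 0.26). Of 7 housekeeping genes B2m (0.46) and Rplp0 (0.27) rose and Pgk1 (-0.76) and Hprt1 (-0.36) fell (median 0.011). Quantile normalization of the arrays again ended the calls in OVX against sham of Acly, B2m, Ccl5, Cd2, Cd247, Cd3d, Cd4, Cd5, Cfd, Egr1, Egr2, Fasn, Fcgr1a, Fmod, Gap43, Hprt1, Hspa1a, Ifit1, Ifit3, Igf1, Igf1r, Irf7, Itgam, Junb, Lyz2, Nkg7, Pmp22, Pparg, Prx, Rplp0, S100b, Scx, Thbs4, Tnmd, Vdr and Zap70. The muscle index as covariate ended those of Acly, B2m, Ccl5, Cd2, Cd247, Cd4, Cdkn1a, Cfd, Cilp2, Cox5a, Egr1, Egr2, Fasn, Fcgr1a, Fmod, Gap43, Hprt1, Hspa1a, Ifi27, Ifit3, Igf1, Igf1r, Igfbp4, Igfbp5, Irf7, Junb, Pgk1, Pmp22, Pparg, Prx, Rplp0, S100b, Scx, Thbs4, Tnmd, Vdr and Zap70. Under it B2m, Cfd, Junb, Pgk1, Pparg, Rplp0, Scx and Zap70 turned sign and the others kept theirs. Some of the others grew, such as Cd2 (0.71), Ifi27 (1.12) and Irf7 (-2.14), and some shrank, such as S100b (0.23), Vdr (0.23) and Ccl5 (0.057). A lost call alone does not show that muscle accounts for a change. With 1 probe set per gene B2m was 0.18 and did not pass. Single arrays ended the calls of Scx (without sham pool 1 or 3 or OVX pool 2 or 3, -0.43 to -0.20), Ccl5 (without sham pool 1 or 3 or OVX pool 2 or 3, 0.31 to 0.49), Cd247 (without sham pool 1, -0.18, or OVX pool 3, -0.27) and Zap70 (without any sham pool or OVX pool 1 or 3, 0.16 to 0.23). Fmod was 0.44 without sham pool 2 and Rplp0 0.16 without sham pool 3.

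The camera test at the preset correlation called none of the lists of adipocytes, macrophages, T and NK cells, steroid and IGF signalling, interferon, early stress, tendon, nerve and housekeeping genes or the senescence list in OVX against sham.

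Against OVX, camera at the preset correlation also called T and NK cell (median -0.12), adipocyte (-0.090) and erythroid (0.11) genes in LTBB OVX, all with adjusted p = 0.837 with an estimated correlation. In STBB OVX it called proliferation (-0.080), B cell (-0.19), tendon (0.21) and Wnt and BMP (0.028) genes, with adjusted p = 0.672, 0.554, 0.362 and 0.362 with an estimated correlation. Each of these 7 calls was lost without 1 or more single arrays: T and NK cells without LTBB OVX pool 2 or 3 or OVX pool 2 (-0.11 to -0.087), adipocytes without these or OVX pool 3 (-0.090 to -0.064), erythroid genes without LTBB OVX pool 1 or 2 or OVX pool 1 or 3 (-0.017 to 0.090), proliferation without OVX pool 2 (-0.051), B cells without OVX pool 2 or 3 or STBB OVX pool 2 (-0.14 to -0.076), tendon without OVX pool 2 or 3 or STBB OVX pool 1 or 2 (0.20 to 0.25), and Wnt and BMP without OVX pool 1 or 3 or STBB OVX pool 1 or 2 (0.021 to 0.039). Still called, T and NK cells were at -0.18 without LTBB OVX pool 1, adipocytes at -0.17 without it and at -0.16 without OVX pool 1, and Wnt and BMP at 0.053 without STBB OVX pool 3. Outside the lists of skeletal muscle, adjustment over a list alone called Fst in LTBB OVX (-0.33 (SE 0.072)) and Des (1.29 (SE 0.30)), of the smooth muscle list, and S100b (0.60 (SE 0.17)) in STBB OVX.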
